# Macrophages reprogram after ischemic stroke and promote efferocytosis and inflammation resolution in the mouse brain

**DOI:** 10.1111/cns.13256

**Published:** 2019-11-07

**Authors:** Wenting Zhang, Jingyan Zhao, Rongrong Wang, Ming Jiang, Qing Ye, Amanda D. Smith, Jun Chen, Yejie Shi

**Keywords:** apoptotic cell clearance, focal cerebral ischemia, inflammation resolution, phagocytosis, RNA‐seq

## Abstract

**Aims:**

Blood‐borne monocytes/macrophages infiltrate the brain in massive numbers after ischemic stroke, but their impact on poststroke brain injury and recovery remains elusive. This study examined the transcriptomic changes in monocytes/macrophages after ischemic stroke and the functional implications of these changes, particularly with regards to the contribution of these cells to the phagocytic clearance of dead/dying cells (efferocytosis) in the poststroke brain.

**Methods:**

We performed whole‐genome RNA sequencing on the monocyte/macrophage population sorted from mouse brain and peripheral blood 5 days after permanent focal cerebral ischemia. In addition, the spatial and temporal profiles of macrophage efferocytosis were examined in vivo by immunohistochemistry 3‐7 days after brain ischemia.

**Results:**

Robust transcriptomic changes occurred in monocytes/macrophages upon infiltrating the poststroke brain. Functional enrichment analysis revealed a transcriptome of brain macrophages that strongly favored efferocytic activity. A large number of efferocytosis‐related genes were upregulated in brain macrophages, the products of which are essential components involved in various steps of efferocytosis, such as chemotaxis, recognition of dead cells, engulfment, and processing of phagosomes. The efferocytic activity of brain macrophages were verified by immunohistochemistry, wherein Iba1‐labeled microglia/macrophages effectively cleared apoptotic neurons in the infarct during the subacute stage after brain ischemia. We also identified PPARγ and STAT6 as potential upstream regulators that shaped this proefferocytic and inflammation‐resolving transcriptome of macrophages in the poststroke brain.

**Conclusion:**

Macrophages play a crucial role in the phagocytic clearance of dead neurons after ischemic stroke and promote the resolution of inflammation in the brain. Molecular therapies that enhance macrophage efferocytic capability may be promising treatments for ischemic stroke by facilitating inflammation resolution, brain repair, and recovery of neurological functions.

## 1 INTRODUCTION

Ischemic stroke is a devastating condition for which there is currently no effective therapy against its neurological sequelae. When ischemic stroke occurs, loss of blood supply causes neuronal damage in the ischemic core within hours, which can spread to the potentially salvageable penumbra area without intervention.^1^, ^2^ The injured neurons release danger‐associated molecular patterns (DAMPs) to initiate a cascade of inflammatory responses as an endogenous means to limit injury.^3^ However, persistent encounter with dead/dying neurons also leads to excessive inflammation, potentiating secondary brain injury and hindering brain repair.^3^, ^4^ Phagocytic clearance of dead cells, also known as efferocytosis, is an important function of phagocytes to resolve local inflammation and restore function of damaged tissues.^5^ Prompt disposal of dead cells and debris also fosters a permissive local milieu that facilitates tissue regeneration. To date, the cellular and molecular mechanisms underlying efferocytosis in the brain after ischemic stroke, and its impact on brain injury and recovery, are poorly understood.

Ischemic stroke induces massive infiltration of blood‐borne immune cells into the brain, which are recruited to the site of injury by a variety of chemokines.^3^, ^6^, ^7^, ^8^, ^9^ Monocytes/macrophages are a subset of these immune cells present in high numbers,^10^, ^11^, ^12^, ^13^ but their function in the poststroke brain is not well defined. Macrophages have long been known as professional phagocytes due to their high capacity of engulfment.^5^ In peripheral organs such as the lung,^14^ liver,^15^ and heart,^16^ as well as in in vitro cultures,^17^ macrophages phagocytose dead cells and play an instrumental role in the maintenance of tissue homeostasis, mitigation of inflammation after injury or infection, and promotion of tissue regeneration. However, whether macrophages participate in efferocytosis in the injured CNS after ischemic stroke, and the consequences of efferocytosis with respect to long‐term stroke outcomes have not been thoroughly examined.

In the present study, we investigated genomic changes in monocytes/macrophages invading the brain after ischemic stroke by RNA sequencing (RNA‐seq) and explored the functional implications of any alterations in the macrophage transcriptome. We report that monocytes/macrophages undergo genomic reprogramming in response to ischemic stroke and acquire a transcriptome favoring phagocytic clearance of dead cells in the poststroke brain, thereby promoting inflammation resolution and neurorestoration.

## 2 METHODS

### 2.1 Animals

C57BL/6J mice were purchased from the Jackson Laboratory. Mice were housed in a temperature and humidity‐controlled animal facility with a 12‐hour light/dark cycle with food and water available ad libitum. All animal procedures were approved by the University of Pittsburgh Institutional Animal Care and Use Committee and performed in accordance with the *Guide for the Care and Use of Laboratory Animals*. All efforts were made to minimize animal suffering and the number of animals used.

### 2.2 Permanent focal cerebral ischemia

Focal cerebral ischemia was induced in male mice (8‐12 weeks old, 25‐30 g) using the distal middle cerebral artery occlusion (dMCAO) model, as described previously.^18^ Briefly, a skin incision was made at the midline of the neck, and the left common carotid artery was exposed and ligated. A craniotomy was performed between the left eye and the ear to expose the junction of the rhinal fissure and MCA. The distal branch of the left MCA was then occluded with low intensity bipolar electrocautery at the immediate lateral part of the rhinal fissure. Both the rectal temperature and the left temporalis muscle temperature were maintained at 37.0 ± 0.5°C during surgery with a temperature‐controlled heating pad and a heat lamp. Mean arterial blood pressure was monitored during surgery by a tail cuff. Cortical cerebral blood flow (CBF) was measured using two‐dimensional laser speckle imaging before and after ischemia according to the manufacturer's instructions. Failure to reduce CBF to 30% or less of baseline levels led to subject exclusion (<5%) from further experimentation. Experimental procedures were performed following criteria derived from the Stroke Therapy Academic Industry Roundtable guidelines for preclinical evaluation of stroke therapeutics.^19^ Accordingly, experimental group assignment was randomized with a lottery‐drawing box, and surgeries and all outcome assessments were performed by investigators blinded to group assignment.

### 2.3 Fluorescence‐activated cell sorting

Single‐cell suspensions were prepared from mouse blood and brain as described previously.^20^, ^21^ Briefly, mice were deeply anesthetized and transcardially perfused with sterile 0.9% NaCl. The ipsilesional brain hemisphere was harvested, and cell suspensions were prepared using the Neural Tissue Dissociation Kit and gentleMACS Octo Dissociator with Heaters (Miltenyi Biotec) following the manufacturer's instructions. Suspensions were passed through a 70‐μm cell strainer, and fractionated on a 30% and 70% Percoll gradient at 500 g for 30 minutes. Peripheral blood was obtained from mice by cardiac puncture and fractioned in Ficoll solution at 500 g for 15 minutes. Mononuclear cells at the interface were collected, resuspended at 1 × 10^6^/mL, and stained with the following fluorophore‐conjugated antibodies and the appropriate isotype controls: anti‐CD45 (eBioscience 45‐0451‐82), anti‐CD11b (eBioscience 17‐0112‐83), anti‐Ly6G (eBioscience 11‐9668‐82), and anti‐CD11c (BD Biosciences 562782). Fluorescence‐activated cell sorting (FACS) was performed using the FACS Aria I sorter and FACS Diva software (BD Biosciences). Monocytes and macrophages were gated as CD11c^−^Ly6G^−^CD11b^+^CD45^high^ and sorted for bulk RNA‐seq. For blood monocytes, each sample was extracted from one mouse. For brain macrophages, each sample was pooled from five mouse brains to obtain enough cells. Three samples (biological replicates) for each experimental group were collected for RNA sequencing.

### 2.4 RNA sequencing

RNA extraction, library preparation, and sequencing were performed at the University of Pittsburgh HSCRF Genomics Research Core. Briefly, total RNA was extracted from FACS‐sorted cells using RNeasy Plus Micro Kit (Qiagen). RNA integrity was assessed using the High Sensitivity RNA ScreenTape system on an Agilent 2200 TapeStation (Agilent). The SMART‐Seq HT Kit (Takara Bio) was used to generate cDNA from 10 ng of total RNA, and the cDNA product was checked by an Agilent Fragment Analyzer system (Agilent) for quality control. The sequencing library was constructed by following the Illumina Nextera XT Sample Preparation Guide. One nanogram of input cDNA was tagmented and amplified using the Illumina Nextera XT kit. Equimolar amounts of each sample were finally pooled and sequenced on an Illumina Nextseq 500 system, using a paired‐end 75‐bp strategy.

### 2.5 RNA‐seq data analysis

All RNA‐seq data are deposited in the Gene Expression Omnibus database at the National Center for Biotechnology Information (GSE138805). Preprocessing of the RNA‐seq data was completed using Chipster.^22^ Fastq files were quality controlled using FastQC,^23^ and all samples passed quality control criteria. Reads were mapped to the GRCm38 mouse genome using HISAT2^24^ and counted by HTSeq^25^ Genes were identified by Ensembl ID.^26^ The R package DESeq2^27^ was used to normalize the counts and to perform differential expression analysis. Differentially expressed genes (DEGs) were defined as genes with a fold change >2 or <−2, and with a Benjamini‐Hochberg adjusted *P*‐value <.05. Normalized read counts were used for gene expression profiling and were log_2_(*x* + 1)‐transformed. For principal component analysis (PCA), variance‐stabilizing transformation was performed on normalized counts for each sample. Heat maps were generated using the R package *pheatmap*. Normalized counts were log transformed, *z*‐scaled, and used as input data for heat map construction.

Differentially expressed genes identified by DESeq2 were submitted to Ingenuity Pathway Analysis (IPA) for pathway analysis using the Ingenuity Knowledge Base (Qiagen Bioinformatics). The fold change and adjusted *P*‐value for each gene were used to perform the core analysis. Diseases and functions were considered significantly enriched with a *P*‐value of overlap <.01 and an activation *z*‐score >2 (predicted to be activated) or <−2 (predicted to be inhibited). The *Upstream Regulator* analysis was used to identify the cascade of upstream transcriptional regulators that can explain the observed gene expression changes in the dataset. An upstream regulator was predicted to be strongly activated or inhibited if its activation *z*‐score was >2 or <−2, respectively. The cutoff *P*‐value was set at .01.

### 2.6 Immunohistochemistry and data analyses

Mice were deeply anesthetized and transcardially perfused with 0.9% NaCl, followed by 4% paraformaldehyde in PBS.^28^ Brains were harvested and cryoprotected in 30% sucrose in PBS, and frozen serial coronal brain sections (25‐μm thick) were prepared on a sliding microtome (Microm HM 450; Thermo Scientific). Sections were blocked with 5% donkey serum in PBS for 1 hour, followed by overnight incubation (4°C) with the following primary antibodies: rabbit anti‐NeuN (Millipore, MAB377, 1:500) and goat anti‐Iba1 (Abcam, ab48004, 1:500). After washing, sections were incubated for 1 hour at 20°C with donkey secondary antibodies conjugated with DyLight 488 or Cy3 fluorophores (1:1000; Jackson ImmunoResearch Laboratories). To visualize apoptotic cells,^29^ TUNEL staining was performed using an In Situ Cell Death Detection Kit (Roche, 11684795910) following manufacturer's instructions. Brain sections were then mounted and coverslipped with Fluoromount‐G containing DAPI (Southern Biotech).

*Z*‐stack images were taken with an Olympus Fluoview FV1000 confocal microscope and FV10‐ASW 2.0 software. A total of 10 consecutive images with the interspace of 1 μm and total volume of 4.49 × 10^5^ µm^3^ were captured for each microscopic field. Phagocytosis of dead/dying neurons by microglia/macrophages was examined on NeuN/Iba1 double‐labeled or NeuN/Iba1/TUNEL triple‐labeled images in brain regions surrounding the infarct. We first determined the infarct boundary according to the dramatic decrease in the NeuN immunosignal. The proximal area was then defined as the area approximately 200 μm lateral from the infarct border, and the distal area was defined as the area approximately 200 μm lateral from the proximal area. Inner peri‐infarct area was defined as the area inside the infarct and within approximately 100 μm from the infarct border. The rest of the area inside the infarct border was defined as infarct core, characterized by massive accumulation of TUNEL^+^ cells. The numbers of NeuN^+^, Iba1^+^, NeuN^+^Iba1^+^, and NeuN^+^TUNEL^+^Iba1^+^ cells were counted in the aforementioned areas 3, 5, and 7 days after dMCAO by a blinded investigator. The corresponding areas in the nonischemic contralateral hemisphere 5 days after dMCAO served as control. Cells were counted from two randomly selected microscopic fields per brain section, and two sections from each brain were stained. Phagocytic index was calculated as the percentage of dead/dying neurons engulfed by phagocytic microglia/macrophages: (number of NeuN^+^TUNEL^+^Iba1^+^ cells/number of NeuN^+^TUNEL^+^ cells) ×100%.

### 2.7 Imaris 3‐D rendering and quantification

The image‐processing software Imaris (Bitplane; v9.3) was used to reconstruct three‐dimensional images of NeuN, TUNEL, and Iba1 fluorescent cells. Confocal image stacks were imported into Imaris, and the *surface* module was used to generate 3D structures of each color channel. Briefly, a region of interest was selected, and the absolute intensity of each source channel was used for reconstruction. Smoothing was set at 0.400 μm for all channels and images. A threshold was set to differentiate the target signal from background, and the same threshold value was used for all groups. Nonspecific signals were then removed, and the 3D‐rendered images were constructed. All images were processed with the same adjustments and parameters. The surface contact area of NeuN and Iba1 immunofluorescence was manually reconstructed and calculated using a Matlab plugin *surface‐surface contact* in Imaris based on the 3D‐rendered images. According to the contact area between NeuN and Iba1 immunosignals, we classified Iba1^+^ cells into four types (Videos [Link], [Link], [Link], [Link]): (a) “No touch,” the Iba1^+^ cell had no contact area with any NeuN^+^ cell in the area examined; (b) “Touch,” the Iba1^+^ cell had a contact area ≤30% of the NeuN^+^ cell surface area; (c) “Enwrap,” the Iba1^+^ cell had a contact area >30% and <100% of the NeuN^+^ cell surface area; and (d) “Engulf,” a NeuN^+^ cell was completely inside an Iba1^+^ cell.

### 2.8 Statistical analysis

High‐throughput sequencing data were analyzed as described above. Other datasets are presented as mean ± SD. Differences in means among multiple groups were analyzed using one or two‐way ANOVA, followed by the Bonferroni/Dunn post hoc correction. A *P*‐value <.05 was deemed statistically significant. All statistics are summarized in Table S1.

## 3 RESULTS

### 3.1 Genomic reprogramming of monocytes/macrophages in the brain after ischemic stroke

To elucidate the functional roles of monocytes/macrophages in the poststroke brain, the monocyte/macrophage population (CD11c^−^Ly6G^−^CD11b^+^CD45^high^ cells) was sorted from the brain and peripheral blood by FACS 5 days after dMCAO (Figure 1A, B). 

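The count data cover 9 libraries of sorted monocytes/macrophages: 3 from the brain and 3 from the blood of mice 5 days after dMCAO, a permanent occlusion of the distal middle cerebral artery, and 3 from the blood of sham-operated mice, which the comparisons in the paper do not use. Each brain library was made from cells pooled from 5 mice, and each blood library from the cells of 1 mouse. The cells were sorted as CD11c-Ly6G-CD11b+CD45 high. The authors made cDNA from total RNA with the SMART-Seq HT kit, built libraries by tagmentation, sequenced them as paired-end reads, mapped the reads to the GRCm38 mouse genome with HISAT2 and counted them on genes with HTSeq. The deposited values are these raw counts, without normalization, for 53801 genes named by Ensembl identifier, of which 25402 had at least 1 count in any library. Total counts ranged from 18757650 to 22623578 in the brain libraries (median 21613467), from 18529600 to 21561271 in the stroke blood libraries (median 20725974) and from 18475118 to 21281769 in the sham blood libraries (median 20557191). At these depths 3 counts, taken as the smallest number that shows a gene to be detected, corresponded to between 0.133 and 0.162 counts per 1000000 counts of the library (CPM). Brain and stroke blood libraries were compared with edgeR's quasi-likelihood test after TMM normalization, which scales libraries on the assumption that most genes do not change, and after a filter on low counts that kept 13189 genes. Genes with an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p below 0.05, the thresholds of the paper, were taken as differentially expressed genes (DEGs). The authors used DESeq2 for this step. Levels are given as mean CPM ± SD over the 3 libraries of a group, and the adjusted p of a gene is that of the edgeR test unless another is named. The paper does not state whether HTSeq counted by strand, so genes whose exons overlap another gene on the opposite strand are uncertain, and they are named as such. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1.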

Sorted cells were subjected to whole‐genome RNA‐seq profiling to investigate the transcriptomic changes of monocytes/macrophages upon entering the poststroke brain. 

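After the variance-stabilizing transformation of DESeq2, the 500 most variable genes of the 6 brain and stroke blood libraries were used for PCA. PC1 held 89.7% of the variance, PC2 6.01% and PC3 1.85%. The stroke blood libraries lay at -39.4, -37.2 and -38.1 on PC1 and the brain libraries at 38.7, 36.9 and 39.1, so the gap between the groups was far larger than the spread within either. On PC2 the brain libraries were apart from each other, with replicate 1 at 19.5, replicate 2 at -7.26 and replicate 3 at -12.3, while the stroke blood libraries lay between -1.89 and 1.29. The number of genes moved these shares most: over all 24197 genes with at least 1 count, PC1 held 66.99%, PC2 13.1% and PC3 7.83%.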

PCA performed on RNA‐seq data demonstrated clustering of samples in the same group and clear separation of samples from different groups on PC1 (Figure 1C), suggesting robust transcriptomic differences between the two experimental groups. Similarly, sample‐to‐sample Euclidean distances calculated on RNA‐seq expression profiles showed high transcriptomic similarity among the three samples in each group (Figure 1D). 

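Over the transformed values of all genes with at least 1 count, the Euclidean distances between the 3 stroke blood libraries were 60.9, 63.96 and 69.7. Brain replicates 2 and 3 were 61.0 apart, and brain replicate 1 was 81.3 and 83.1 away from them. The distances between a brain and a stroke blood library ranged from 121.4 to 134.8, so the smallest distance between the groups was 1.46 times the largest within a group. On log2(normalized count + 1) values this ratio was 1.19.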

A total of 3196 genes were differentially expressed between monocytes/macrophages from the brain and blood (fold change >2 or <−2, Benjamini‐Hochberg adjusted *P*‐value <.05), of which 1160 genes were downregulated and 2036 genes were upregulated in post‐dMCAO brain monocytes/macrophages versus blood monocytes (Figure 1E). 

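In edgeR's quasi-likelihood test, 2771 of the 13189 genes tested were DEGs, of which 1734 were upregulated and 1037 downregulated in the brain relative to stroke blood. For 6494 of the genes tested (49.2%) the 3 brain libraries did not overlap the 3 stroke blood libraries, against 10% by chance. The count moved most with the thresholds, to 1793 genes at an adjusted p below 0.01 and to 4035 genes with no fold change threshold. Among DEGs with a mean log2 CPM above 3 and no overlap between the groups, the 10 highest log2 fold changes that edgeR estimated were those of *Slco2b1*, *Siglech*, *Vegfa*, *Enpp2*, *Gas6*, *Ttr*, *Slc2a5*, *Ccl22*, *Timp1* and *Flrt3*. None of them reached more than 3 counts in a stroke blood library, so their folds are lower bounds and do not show that these genes rose more than genes with counts in blood. *Slco2b1* was at least 803-fold higher in the brain (119.3 ± 65.3 CPM, edgeR adjusted p = 5.86e-05), though its exons overlap antisense transcripts. *Timp1*, on the X chromosome from 20870166 to 20874735, was at least 139-fold higher (20.7 ± 4.78 CPM, edgeR adjusted p = 3.83e-05). *Vegfa* was uneven within the brain group, with 4539 counts in replicate 1 against 378 and 337 in the other two. Among the 10 lowest log2 fold changes that edgeR estimated were those of *Hbb-bt*, *Slc4a1*, *Gp5*, *Hbb-bs*, *Alox12*, *Hba-a2*, *Hba-a1* and *Tubb1*, of which *Slc4a1*, *Gp5*, *Alox12* and *Tubb1* had at most 3 counts in each brain library, so that their place among the falls is not settled. *Hbb-bs*, a beta globin gene, went from 6987 ± 1104 CPM in stroke blood to 3.90 ± 1.40 CPM in the brain, a log2 fold change of -10.95 (standard error 0.39, edgeR adjusted p = 8.53e-07). *Hba-a1* and *Hba-a2*, like *Hbb-bs* and *Hbb-bt*, are near-identical copies whose reads could have been split between them, so their separate values are uncertain. Lists of erythroid and platelet markers had median log2 fold changes of -10.95 and -5.63. Falls of this kind may therefore come from RNA of red cells and platelets in the blood libraries. They need not be changes within monocytes/macrophages.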

Notably, several highly variable genes, which had high mean expression levels and large fold changes, were functionally linked to efferocytosis. 

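*Cd14* (ENSMUSG00000051439) lies on chromosome 18 of GRCm38 from 36725074 to 36726736. Its level was 105 ± 20.9 CPM (SD, n = 3) in stroke blood and 1842 ± 719 CPM (SD, n = 3) in the brain, a log2 fold change of 3.97 (standard error 0.30, edgeR adjusted p = 3.83e-05), and it stayed between 3.63 and 4.18 with each library left out in turn. The genes of the 3 C1q chains lie side by side on chromosome 4, *C1qb* from 136880129 to 136886187, *C1qc* from 136889804 to 136893065 and *C1qa* from 136895917 to 136898803. *C1qb* rose from 16.5 ± 10.5 CPM to 1629 ± 728 CPM, a log2 fold change of 6.46 (standard error 0.55, edgeR adjusted p = 6.7e-05). For *C1qc* the log2 fold change was 7.88 (standard error 0.48, edgeR adjusted p = 1.65e-05), and for *C1qa*, with only 5, 4 and 28 counts in the stroke blood libraries, it was 8.89 (standard error 0.67, edgeR adjusted p = 3.78e-05). *Gas6*, on chromosome 8 from 13465374 to 13494490, had no count in any stroke blood library and 675, 1636 and 2416 counts in the brain libraries, so it was at least 494-fold higher in the brain (edgeR adjusted p = 7.99e-05). Exons of *Gas6* overlap *Tmem255b* on the opposite strand. *Gas6* and the C1q genes had their lowest brain level in replicate 1 and their highest in replicate 3, and markers of microglia were also higher in the brain libraries than in blood.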

For example, genes encoding the efferocytic receptor CD14^30^ and several bridging molecules that facilitate the recognition of apoptotic cells (GAS6 and C1q)^30^ were upregulated in brain monocytes/macrophages (Figure 1E), suggesting that monocytes/macrophages in the brain may participate in phagocytic clearance of dead cells after ischemic stroke. Therefore, we assessed the overall functional status of brain monocytes/macrophages by IPA and identified a panel of phagocytic functions that were predicted to be significantly activated (*z*‐score >2, *P*‐value <.01) in brain macrophages, such as chemotaxis, recruitment, activation, and accumulation (Figure 1F).

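IPA draws on the Ingenuity Knowledge Base, which was not used here, so its z-scores were not recomputed. Of the genes for chemokines and chemokine receptors, which act in chemotaxis and recruitment, 24 were DEGs, and 22 of them were higher in the brain. *Ccl2* rose from 10.6 ± 6.33 CPM in stroke blood to 266 ± 112 CPM in the brain, a log2 fold change of 4.50 (standard error 0.51, edgeR adjusted p = 0.00032). *Ccl7* had a log2 fold change of 10.57 (standard error 0.61, edgeR adjusted p = 1.1e-05), from 0.0880 ± 0.113 CPM to 149 ± 56.8 CPM. *Ccl22* had no more than 3 counts in any stroke blood library and was at least 270-fold higher in the brain. Among receptor genes, *Ccr7* rose by 4.14 (standard error 0.29) and *Ccr1* by 1.49 (standard error 0.21) on the log2 scale. The 2 genes that were lower in the brain were *Ccl9*, with a log2 fold change of -1.33 (standard error 0.15), and *Ccl25*, with -1.005 (standard error 0.33, edgeR adjusted p = 0.0468). The exons of *Ccl25* overlap *Elavl1* on the opposite strand, and it passed the thresholds in 0 of the 6 fits that left out 1 library.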

**Figure 1:**
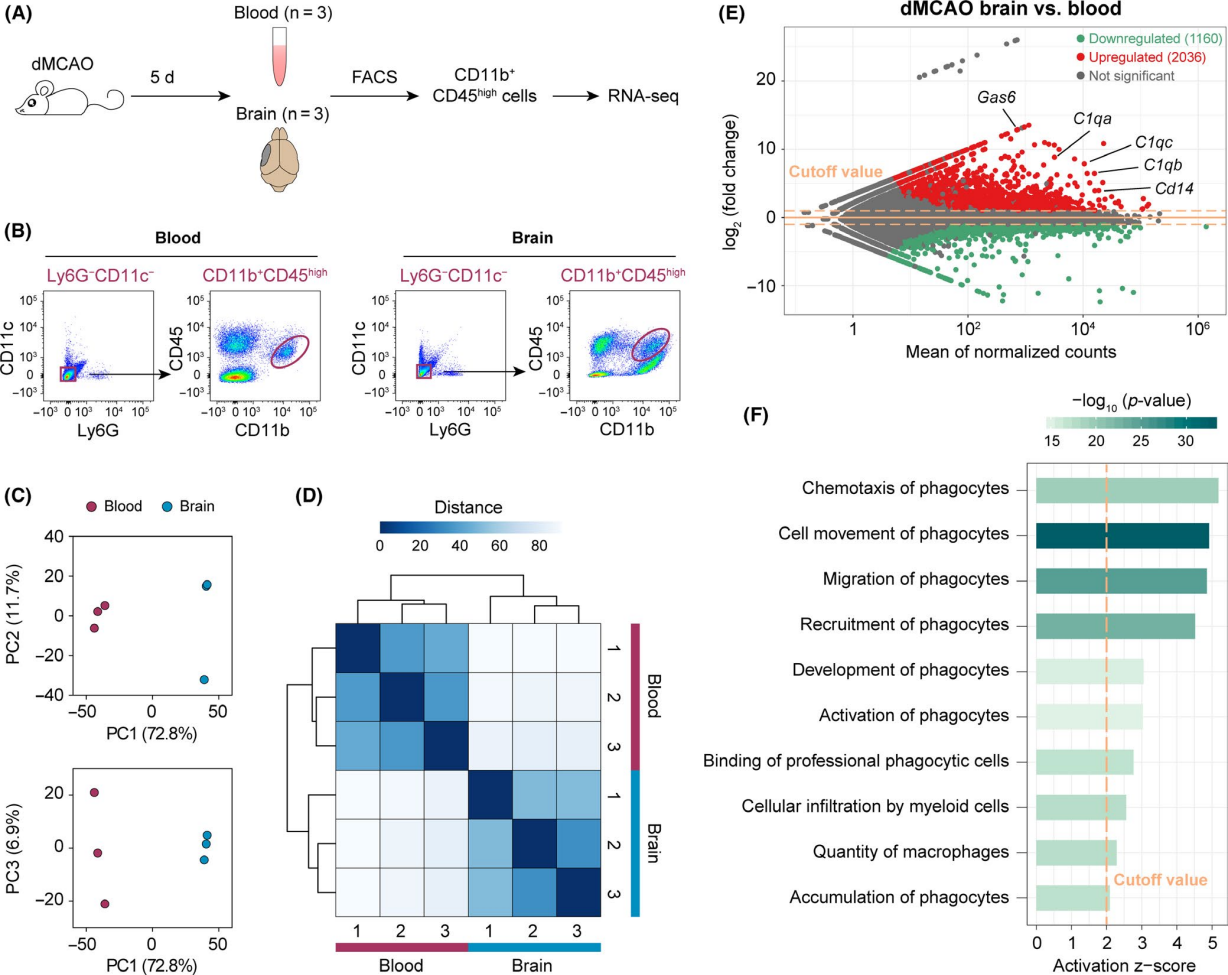
Whole‐genome transcriptomic profiling of monocytes/macrophages in the mouse blood and brain after ischemic stroke. A, Illustration of experimental design. Mice were subjected to permanent focal cerebral ischemia induced by distal middle cerebral artery occlusion (dMCAO). The monocyte/macrophage population (CD11b^+^CD45^high^ cells) were sorted from blood and brain by FACS at 5 days after dMCAO and subjected to RNA‐seq. There were three biological replicates in each group. B, Representative FACS density plots illustrating the cells sorted for RNA‐seq. Cells were gated as Ly6G^−^CD11c^−^CD11b^+^CD45^high^. C, Principal component analysis was performed on RNA‐seq expression profiles of FACS‐sorted cells. Samples in the same experimental group clustered together on principal component 1 (PC1). D, Heatmap of the sample‐to‐sample Euclidean distances illustrating high similarities among the samples in the same group and disparate profiles among samples in different groups. E, MA plot of average RNA‐seq expression differences showing the differentially expressed genes (DEGs; fold change >2 or <−2, adjusted *P*‐value <.05) in monocytes/macrophages from the post‐dMCAO brain versus blood. F, Ingenuity Pathway Analysis (IPA) performed on the DEGs in cells from the brain versus blood predicted several functions of phagocytes to be significantly activated (activation *z*‐score >2, *P*‐value of overlap <.01)

### 3.2 Brain macrophages upregulate genes involved in the recognition of apoptotic cells after ischemic stroke

We further characterized the monocyte/macrophage transcriptome associated with phagocytic clearance of dead cells at the gene level. First, we used IPA to examine the activation/inhibition status of several canonical signaling pathways known to be involved in phagocytic functions (Figure 2A). 

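For the TREM1, ERK5, JAK/STAT and PI3K/AKT pathways, short lists of member genes were fixed before the data were examined; they are not the lists of IPA. The median log2 fold change of each list, brain versus stroke blood, was set against 10000 random lists of the same size matched on mean expression. Members of a pathway are not independent of each other, so these percentiles describe the libraries and are not p-values. The 13 TREM1 genes had a median of 0.87, at the 99.97th percentile, with 5 upregulated and 0 downregulated DEGs. *Trem1* itself had a log2 fold change of 4.04 (edgeR adjusted p = 0.000226), while *Tyrobp*, its signaling adaptor, was lower in the brain, with -0.75 (edgeR adjusted p = 0.00631). The 10 ERK5 genes had a median of 1.07 (99.96th percentile), although *Mapk7*, which encodes ERK5, did not differ (-0.05, edgeR adjusted p = 0.866). The median of the 15 JAK/STAT genes was 0.48 (98.27th percentile), with *Jak2* at 2.30 and *Socs3* at 1.199. The 14 PI3K/AKT genes had a median of 0.31, at the 90.42nd percentile and within the central 95% of random lists, which ran from -0.36 to 0.44. For *Akt1* the log2 fold change was 1.99 (edgeR adjusted p = 0.0211), but it passed the thresholds in only 1 of the 6 fits that left out 1 library, and *Akt2* (0.09) was not a DEG. The exons of *Mapk7* overlap *Mfap4* on the opposite strand.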

A large number of signaling pathways which are known to promote phagocytic activities were predicted to be significantly activated (*z*‐score >2, *P* < .01) in macrophages from the poststroke brain, such as the TREM1 signaling,^31^ ERK5 signaling,^32^ JAK/STAT signaling,^33^ and PI3K/AKT signaling pathways^34^ (Figure 2A). Consistently, the PTEN signaling pathway, which is an endogenous inhibiting signal of phagocytosis,^35^ was predicted to be strongly inhibited (*z*‐score <−2, *P* < .01; Figure 2A) in brain macrophages after cerebral ischemia, further supporting the overall enhanced phagocytic capacity of brain macrophages.

**Figure 2:**
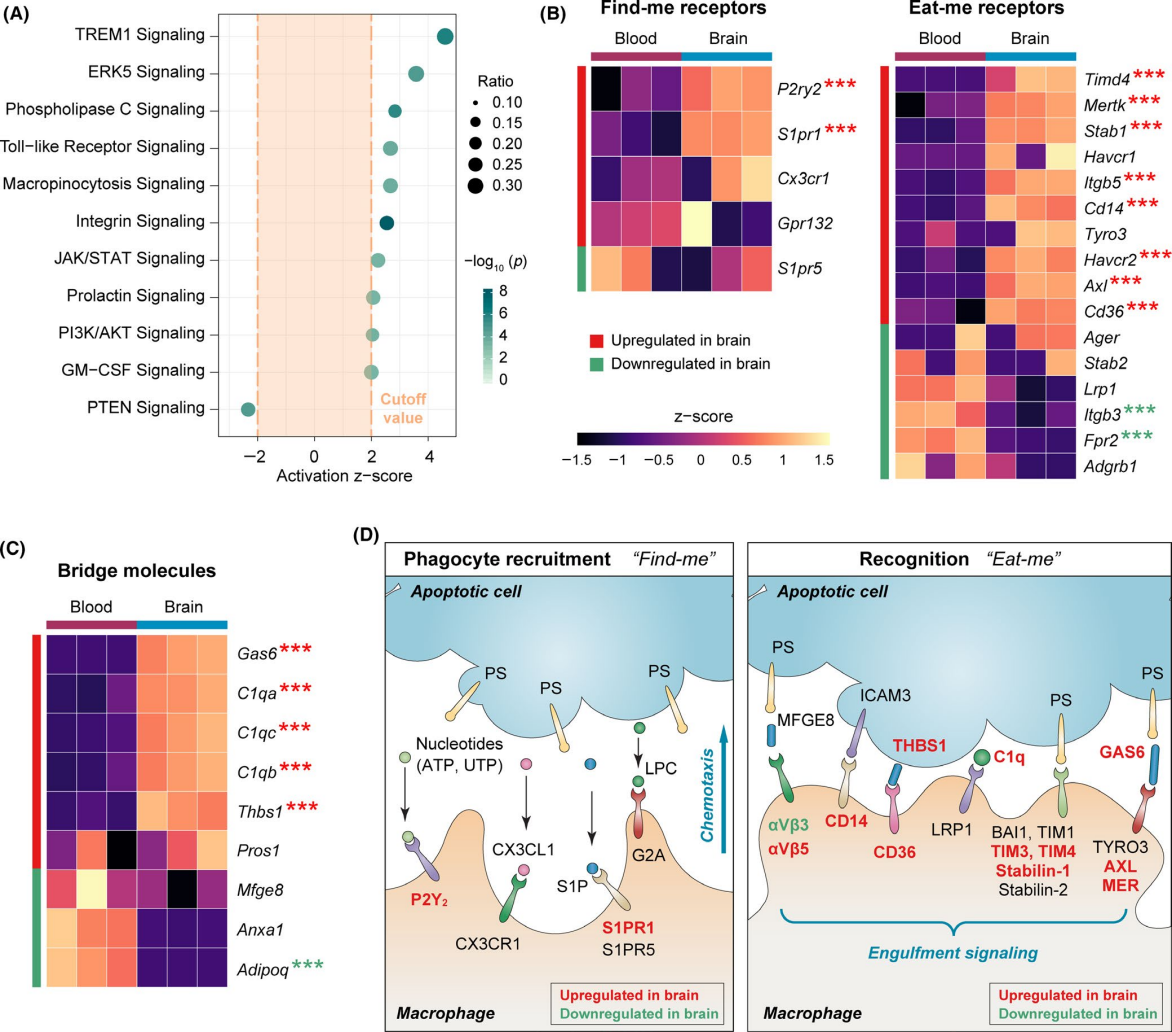
Poststroke brain macrophages upregulate genes participating in the recognition of apoptotic cells during efferocytosis. A, IPA was performed on the DEGs in monocytes/macrophages from post‐dMCAO brain versus blood. Shown are the phagocytosis‐related canonical signaling pathways predicted to be significantly activated (*z*‐score >2, *P* < .01) or inhibited (*z*‐score <−2, *P* < .01) in brain macrophages. B, Heatmaps of the expression profiles of receptors involved in the “find‐me” (left panel) and “eat‐me” (right panel) steps of macrophage efferocytosis. C, Heatmap of the expression profiles of bridge molecules that assist with the recognition of apoptotic cells during macrophage efferocytosis. Each row represents one gene, and each column represents one sample. Color represents the scaled expression value (row *z*‐score). Genes that were significantly upregulated or downregulated in brain macrophages were labeled by asterisks, where *** indicates an adjusted *P*‐value <.001. D, The DEGs in B and C were manually annotated according to their functional roles in the phagocyte recruitment stage (left panel) and recognition stage (right panel) of efferocytosis. Genes that were significantly upregulated or downregulated in brain macrophages were labeled in red or green, respectively. LPC, lysophosphatidylcholine. PS, phosphatidylserine. S1P, sphingosine‐1‐phosphate

Next, we assessed the expression levels of a panel of receptors that are typically expressed by phagocytes and participate in the clearance of dead/dying cells (Figure 2B). Dying cells can release soluble chemoattractant “find‐me” signals, such as nucleotides (ATP and UTP), sphingosine‐1‐phosphate (S1P), lysophosphatidylchloline, and the chemokine CX3CL1.^36^ On the other hand, the phosphatidylserine (PS) on the outer leaflet of plasma membrane is exposed in apoptotic cells, serving as a critical “eat‐me” signal.^37^ Efferocytosis is initiated when phagocytes are recruited toward the apoptotic cell through binding to the “find‐me” signals and subsequently recognize the “eat‐me” markers on the dying cell.^36^ To this end, genes encoding the purinergic receptor P2Y2 and S1P receptor 1 (S1PR1), two important receptors involved in phagocyte recruitment through binding to nucleotides and S1P, respectively, were significantly upregulated in brain monocytes/macrophages compared with blood monocytes (Figure 2B left panel). Furthermore, many genes encoding receptors essential to recognizing apoptotic cells, either through direct binding to PS or through the assistance of soluble bridging molecules,^36^ were upregulated in brain macrophages (Figure 2B right panel). These included the T‐cell immunoglobulin and mucin‐domain containing and stabilin receptors that directly bind to PS, the TAM receptors Axl and Mer that recognize PS through the bridging of growth arrest‐specific gene 6 (GAS6), αVβ5 integrin that binds to PS through the bridging of milk fat globule EGF factor 8 (MFGE8), CD14, and CD36 (Figure 2B right panel). 

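*P2ry2* (chromosome 7 of GRCm38, 100996568 to 101012866) rose from 3.91 ± 2.27 CPM (SD, n = 3) in stroke blood to 23.3 ± 4.40 CPM (SD, n = 3) in the brain, a log2 fold change of 2.42 (standard error 0.44, edgeR adjusted p = 0.0033). *S1pr1* (chromosome 3, 115710433 to 115715072) rose from 4.88 ± 1.72 CPM to 23.9 ± 1.46 CPM, a log2 fold change of 2.14 (standard error 0.29, edgeR adjusted p = 0.000744). Both genes passed the thresholds in each of the 6 fits that left out 1 library. Against sham blood, where its level was 13.6 ± 5.19 CPM, *S1pr1* was not different (log2 fold change 0.70, edgeR adjusted p = 0.117). The other three receptors of Figure 2B were not DEGs: *Cx3cr1* had a log2 fold change of 0.59 (edgeR adjusted p = 0.196), *S1pr5* of -0.23 (edgeR adjusted p = 0.565) and *Gpr132* of 0.22 (edgeR adjusted p = 0.802). *Gpr132* had 1517 counts in brain replicate 1 and 315 and 347 in the others, and without replicate 1 its log2 fold change was -1.06. The exons of *Cx3cr1* and *S1pr5* overlap antisense transcripts.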

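Of the 16 receptor genes in this panel, 11 had enough counts to be tested, and 10 of these were DEGs, 8 upregulated and 2 downregulated in the brain; the count was the same with adjustment over the panel alone. *Itgb3* fell from 30.4 ± 7.09 CPM to 9.19 ± 2.09 CPM, a log2 fold change of -1.88 (standard error 0.26, edgeR adjusted p = 0.000944). Marker genes of platelets, which also express *Itgb3*, were lower in the brain libraries as well, and against sham blood, at 26.6 ± 18.6 CPM, *Itgb3* was not different (edgeR adjusted p = 0.0968). *Fpr2* fell from 30.8 ± 4.00 CPM to 9.07 ± 0.932 CPM, a log2 fold change of -1.92 (standard error 0.21, edgeR adjusted p = 0.00029), but it shares exon sequence with *Fpr3* on the same strand, so its count is uncertain. *Lrp1* was lower in the brain by less than the fold change threshold (log2 fold change -0.90, edgeR adjusted p = 0.00715). *Havcr1*, *Tyro3*, *Ager*, *Stab2* and *Adgrb1* had at most 19 counts in any brain or stroke blood library, and a difference was not detectable at this depth.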

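*Mertk*, on chromosome 2 of GRCm38 from 128698956 to 128802894, rose from 0.602 ± 0.526 CPM (SD, n = 3) in stroke blood to 49.0 ± 18.9 CPM (SD, n = 3) in the brain, a log2 fold change of 6.19 (standard error 0.70, edgeR adjusted p = 0.000305). *Axl*, the other TAM receptor gene that changed, was already at 74.3 ± 4.52 CPM in stroke blood and reached 360 ± 61.6 CPM (log2 fold change 2.12, standard error 0.17, edgeR adjusted p = 5.33e-05). *Stab1* rose from 2.08 ± 1.23 CPM to 152 ± 39.8 CPM (log2 fold change 6.04, standard error 0.42, edgeR adjusted p = 2.56e-05), and its exons overlap *Nt5dc2* on the opposite strand. *Timd4* had 0 counts in the stroke blood libraries and 11, 115 and 92 in the brain libraries, at least 22.3-fold higher (edgeR adjusted p = 0.00427). *Havcr2*, which encodes TIM-3, had a log2 fold change of 2.61 (standard error 0.26, edgeR adjusted p = 0.000147). For *Itgb5*, the beta chain of the αVβ5 integrin, the level rose from 30.3 ± 5.64 CPM to 790 ± 242 CPM (log2 fold change 4.55, standard error 0.29, edgeR adjusted p = 2e-05). *Cd36* rose least of these genes, from 41.1 ± 16.6 CPM to 162 ± 19.0 CPM (log2 fold change 1.83, standard error 0.29, edgeR adjusted p = 0.00163).

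**Figure D1:**
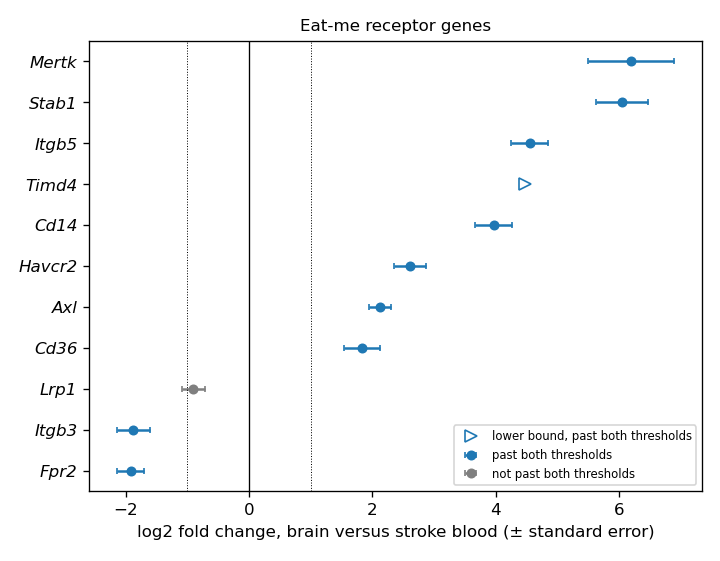
Log2 fold change (x axis) of the 11 tested eat-me receptor genes (y axis), brain versus stroke blood, 3 libraries each. Circles and bars give the estimate ± standard error, blue for genes past both thresholds, the open triangle is a lower bound for *Timd4*, and dotted lines mark log2 fold changes of -1 and 1; *Mertk* and *Stab1* lie farthest right, and *Itgb3* and *Fpr2* lie below -1.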

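*Thbs1*, on chromosome 2 of GRCm38 from 118111876 to 118127133, rose from 57.8 ± 14.3 CPM (SD, n = 3) in stroke blood to 2239 ± 945 CPM (SD, n = 3) in the brain, a log2 fold change of 5.12 (standard error 0.34, edgeR adjusted p = 2.24e-05); its exons overlap an antisense transcript. With *Gas6* and the 3 C1q genes it made 5 DEGs among the 8 bridging molecule genes tested, all upregulated. *Thbs1* had its highest brain level in replicate 1, where *Gas6* and the C1q genes had their lowest. *Pros1* (log2 fold change 0.32, edgeR adjusted p = 0.343) and *Mfge8* (-0.42, edgeR adjusted p = 0.187) were not different between the groups. *Anxa1* was lower in the brain, with a log2 fold change of -0.96 (standard error 0.15, edgeR adjusted p = 0.0015), just short of the fold change threshold. *Adipoq* was left out by the filter on low counts, with 13, 9 and 5 counts in stroke blood and 0 in each brain library; without that filter it was at least 3.05-fold lower in the brain (edgeR adjusted p = 0.0184).

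**Figure D2:**
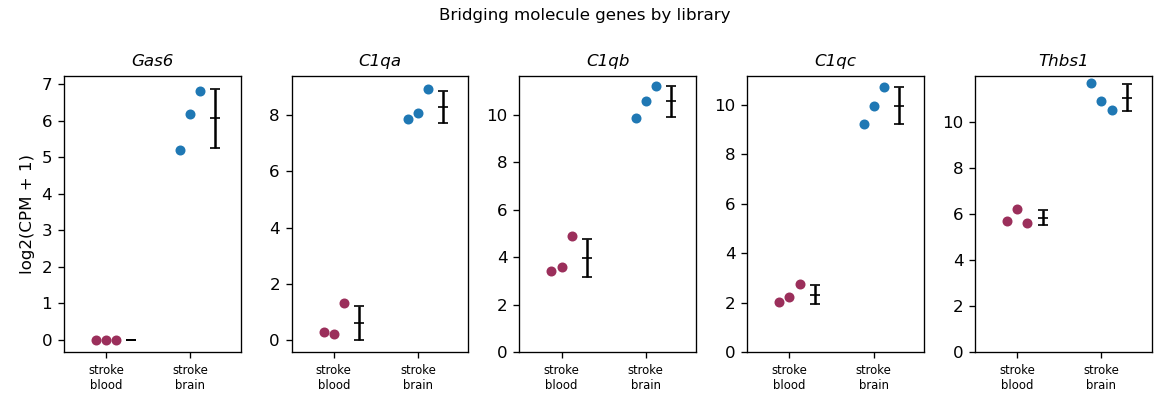
Expression of 5 bridging molecule genes, as log2(CPM + 1) on the y axis, in the 3 stroke blood and 3 stroke brain libraries, replicates 1 to 3 from left to right; the mark beside each group is the mean ± SD. Every brain library lies above every stroke blood library for each gene, and *Gas6* lies at 0 in blood.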

We also observed upregulation in the expression of several soluble bridging molecules in brain macrophages, such as GAS6, C1q, and THBS1 (Figure 2C). It should be noted that such extracellular molecules are not necessarily secreted by phagocytes themselves. Future studies measuring the protein levels of these soluble factors in the brain are warranted, which considers the contribution from all types of cells in the poststroke brain. In summary (Figure 2D), apoptotic cells can release chemoattractant “find‐me” signals to attract phagocytes to the site of injury and express eat‐me signals to facilitate their recognition through specific receptors on phagocytes. Our data revealed upregulation of a large group of “find‐me” and “eat‐me” receptors in brain macrophages, indicating that these cells are actively engaged in the phagocytic clearance of dead cells during the subacute stage (5 days) after dMCAO.

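Over the panels named by the paper, 2 of 5 find-me receptor genes and 8 of 11 tested eat-me receptor genes were upregulated DEGs, and 2 eat-me receptor genes were downregulated. Across all panel genes of the paper, 43 were DEGs between brain and stroke blood, and between 41 and 46 were DEGs in the fits that left out 1 library. With sham blood in place of stroke blood as the baseline, 33 of these 43 genes were DEGs as well, a count chosen after the values were seen; of the other 10 genes, 0 were DEGs between stroke blood and sham blood in edgeR, with 6 at an unadjusted p below 0.05, and 2 (*S1pr1* and *Arg2*) were DEGs between them with DESeq2. From the upregulated receptor genes, the paper concludes that brain macrophages take an active part in clearing dead cells 5 days after dMCAO.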

### 3.3 Poststroke brain macrophages harbor transcriptional changes that favor the engulfment of apoptotic cells

Once the apoptotic cell is recognized by phagocytes, the binding between ligand and efferocytic receptors triggers a cascade of intracellular signaling that leads to the engulfment of apoptotic cells.^30^ Such signaling involves the engagement of two major complexes, CrkII/ELMO/DOCK and GULP/ABCA1, both of which result in the activation of the small Rho GTPase Rac1.^30^ Rac1 and its countermeasure RhoA exert antagonistic roles in modulating cytoskeletal rearrangement, a prerequisite for phagocytic engulfment of apoptotic cells.^38^ In our dataset, *Abca1* was upregulated in brain macrophages, whereas the levels of *Crk*, *Elmo1*, *Elmo2*, *Elmo3*, *Dock1*, *Dock2*, and *Gulp1* were not different between brain macrophages and blood monocytes (Figure 3A). Nevertheless, Rac1 was significantly upregulated in brain macrophages and mean expression level of RhoA was decreased in brain macrophages, although this decrease was not significant (*P* = .1). 

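*Abca1*, on chromosome 4 of GRCm38 from 53030787 to 53159895, rose from 7.64 ± 2.90 CPM (SD, n = 3) in stroke blood to 72.5 ± 25.1 CPM (SD, n = 3) in the brain, a log2 fold change of 3.09 (standard error 0.36, edgeR adjusted p = 0.000341). *Crk* (log2 fold change 0.35, edgeR adjusted p = 0.219), *Elmo2* (0.25, edgeR adjusted p = 0.402), *Dock1* (0.01, edgeR adjusted p = 0.98) and *Dock2* (-0.15, edgeR adjusted p = 0.59) did not differ between the groups. The direction of *Dock1* was not settled, since it changed sign under another scaling, and *Dock2* changed sign in 1 of the 6 fits that left out 1 library; the exons of *Dock2* overlap an antisense transcript. *Elmo1* was higher in the brain (95.8 ± 22.6 against 189 ± 17.5 CPM, edgeR adjusted p = 0.00939), but its log2 fold change of 0.83 (standard error 0.19) was below the threshold; its exons overlap an antisense transcript. *Elmo3*, with at most 25 counts, and *Gulp1*, with 7 counts in brain replicate 2 and 0 in the other brain and stroke blood libraries, were too low to be tested.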

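*Rac1*, on chromosome 5 of GRCm38 from 143503634 to 143528036, rose from 122 ± 46.1 CPM (SD, n = 3) in stroke blood to 637 ± 10.4 CPM (SD, n = 3) in the brain, a log2 fold change of 2.22 (standard error 0.27, edgeR adjusted p = 0.00043), and passed the thresholds in each of the 6 fits that left out 1 library. Its level varied widely in sham blood, with 1453, 16170 and 7318 counts in the 3 libraries (409 ± 345 CPM), and brain and sham blood were not different (log2 fold change 0.53, standard error 0.65, edgeR adjusted p = 0.6). *Prkaca*, also upregulated in this panel (log2 fold change 2.38, standard error 0.34, edgeR adjusted p = 0.000945), was likewise not different from sham blood (0.84, edgeR adjusted p = 0.345). *Rhoa*, on chromosome 9 from 108306129 to 108337934, was at 563 ± 201 CPM in stroke blood and 470 ± 41.7 CPM in the brain, a decrease within the spread of the stroke blood libraries (log2 fold change -0.41, standard error 0.25, edgeR adjusted p = 0.239). Stroke blood replicate 3 had 6123 counts of *Rhoa* against 14002 and 14711 in replicates 1 and 2, and without it the log2 fold change was -0.70 (edgeR adjusted p = 0.0144); it stayed above -1 in each of the 6 fits that left out 1 library. The exons of *Rac1* overlap *Daglb*, and those of *Rhoa* overlap *Tcta*, on the opposite strand.

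**Figure D3:**
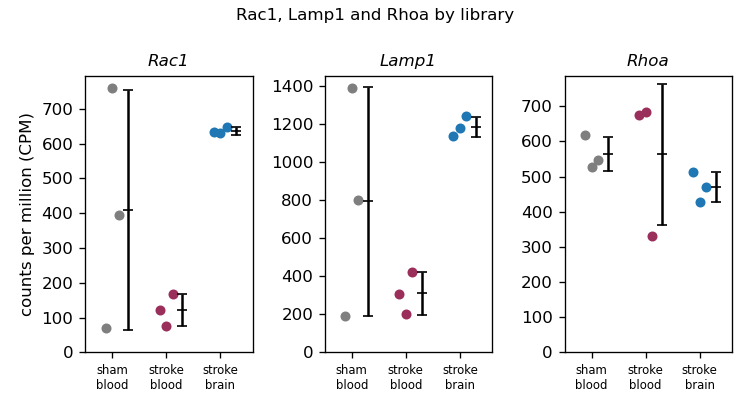
CPM (y axis, from 0) of *Rac1*, *Lamp1* and *Rhoa* in sham blood, stroke blood and stroke brain, replicates 1 to 3 from left to right; the mark beside each group is the mean ± SD. For *Rac1* and *Lamp1* the 3 brain libraries lie close together above the stroke blood libraries, and the sham blood libraries range from the level of stroke blood to above that of the brain.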

Since Rac1 enhances the rearrangement of cytoskeleton and RhoA inhibits this process,^38^ these data suggest that active cytoskeletal remodeling may occur in brain macrophages. Indeed, a panel of seven cytoskeletal regulators was upregulated in brain macrophages, including *Phldb2*, *Stmn1*, *Cit*, *Rac1*, *Cttn*, *Aurka*, and *Baiap2* (Figure 3B). 

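Of these 7 genes, 6 had enough counts to be tested, and all 6 were upregulated DEGs. *Stmn1*, on chromosome 4 of GRCm38 from 134468320 to 134473843, rose from 3.14 ± 0.936 CPM (SD, n = 3) to 33.5 ± 5.40 CPM (SD, n = 3), a log2 fold change of 3.26 (standard error 0.28, edgeR adjusted p = 7.01e-05); its exons overlap a transcript on the same strand. *Aurka* rose from 3.37 ± 0.742 to 14.7 ± 4.72 CPM (log2 fold change 1.97, standard error 0.33, edgeR adjusted p = 0.00236). *Baiap2* was closest to the fold change threshold, with a log2 fold change of 1.14 (standard error 0.23, edgeR adjusted p = 0.00535), and it did not pass with a GC content and length offset or with upper-quartile normalization. *Cit* (log2 fold change 2.89, standard error 0.73, edgeR adjusted p = 0.0157) passed in 4 of the 6 fits that left out 1 library. *Cttn*, with 13, 8 and 8 counts in stroke blood and 60, 22 and 48 in the brain (log2 fold change 1.99, standard error 0.61, edgeR adjusted p = 0.0356), passed in 1 of them, and against sham blood it was not different (edgeR adjusted p = 0.119). *Phldb2* was left out by the filter on low counts, with 0 counts in stroke blood and 70, 11 and 9 in the brain; without the filter it was at least 10.4-fold higher (edgeR adjusted p = 0.00171). *Rac1* had the highest CPM of the panel in both groups. Cell cycle genes were also higher in the brain libraries.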

On a functional level, IPA also predicted strong activation of biological processes related to cytoskeletal remodeling in brain macrophages, such as organization of cytoskeleton, organization of cytoplasm, formation of cellular protrusions, and formation of actin filaments (Figure 3C).

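A list of 22 genes of actin and microtubule organization, fixed in the same way and not the list of IPA, had a median log2 fold change of 0.04 between brain and stroke blood. That lies at the 68.86th percentile of 10000 random lists matched on size and mean expression, whose central 95% ran from -0.42 to 0.30. Within the list, 5 genes were upregulated DEGs, *Fscn1*, *Kif11*, *Kif20a*, *Rhoc* and *Tubb5*, and *Wasf2* was a downregulated DEG (log2 fold change -1.07, edgeR adjusted p = 0.0464) that passed in 1 of the 6 fits that left out 1 library. *Fscn1*, which encodes the actin-bundling protein fascin, had 10, 0 and 0 counts in stroke blood and 405, 68 and 112 in the brain (log2 fold change 5.72, edgeR adjusted p = 0.0061). *Actb* (0.56, edgeR adjusted p = 0.15), *Cfl1* (-0.27, edgeR adjusted p = 0.284) and *Cdc42* (-0.40, edgeR adjusted p = 0.122) were not different. The exons of *Kif20a* and *Cfl1* overlap genes on the opposite strand. All 14 genes of a cell cycle list were also higher in the brain, with a median log2 fold change of 3.49. The rises within the cytoskeleton list were not set apart from a rise in cell division.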

**Figure 3:**
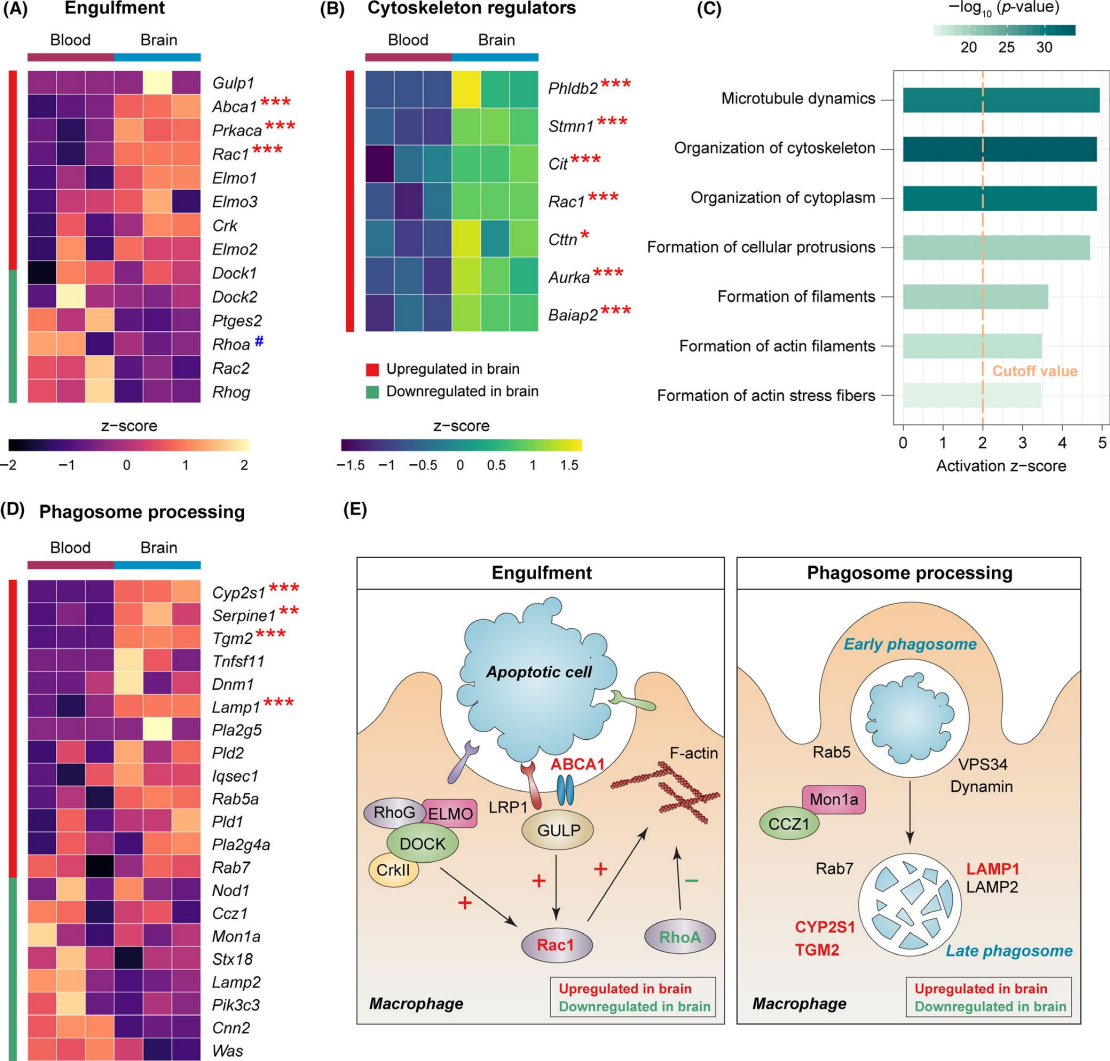
Poststroke brain macrophages harbor transcriptional changes that favor the engulfment of apoptotic cells. A, Heatmap of the expression profiles of cell signaling molecules that regulate the engulfment of apoptotic cells during macrophage efferocytosis. B, Expression profiles of a panel of cytoskeleton regulators, which were upregulated in macrophages from the post‐dMCAO brain versus blood. C, IPA was performed on the DEGs in macrophages from post‐dMCAO brain versus blood. Shown are the functions related to cytoskeleton dynamics predicted to be significantly activated (*z*‐score >2, *P* < .01) or inhibited (*z*‐score <−2, *P* < .01) in brain macrophages. D, Heatmap of the expression profiles of molecules that regulate the processing of phagosomes during efferocytosis. Asterisks label the significantly upregulated (red) or downregulated (green) genes in brain macrophages, where *, **, and *** indicate an adjusted *P*‐value <.05, .01, and .001, respectively. # indicates that the gene product typically inhibits engulfment signaling. E, Genes participating in the engulfment of apoptotic cells (left panel) and subsequent phagosome processing (right panel) were manually annotated. Genes that were significantly upregulated or downregulated in brain macrophages were labeled in red or green, respectively

After engulfment, the phagosome is formed in the cytosol of phagocytes to facilitate the degradation of cellular debris. We examined a panel of 21 markers known to be involved in phagosome processing and identified four markers that were significantly upregulated in brain macrophages, that is, *Cyp2s1*, *Serpine 1*, *Tgm2*, and *Lamp1* (Figure 3D). 

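*Tgm2*, on chromosome 2 of GRCm38 from 158116402 to 158146436, had the smallest adjusted p of the panel and rose from 19.7 ± 2.20 CPM (SD, n = 3) in stroke blood to 732 ± 113 CPM (SD, n = 3) in the brain, a log2 fold change of 5.06 (standard error 0.20, edgeR adjusted p = 9.55e-07); its exons overlap *Rprd1b* on the opposite strand. *Cyp2s1* had 0 counts in the stroke blood libraries and 48, 73 and 170 in the brain libraries, at least 30.6-fold higher (edgeR adjusted p = 0.00109), and its exons overlap an antisense transcript. *Lamp1* rose from 310 ± 111 to 1187 ± 52.6 CPM (log2 fold change 1.78, standard error 0.26, edgeR adjusted p = 0.00109). In sham blood it was at 794 ± 600 CPM, and brain and sham blood were not different (log2 fold change 0.47, standard error 0.56, edgeR adjusted p = 0.588); its exons overlap *Grtp1* on the opposite strand.

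**Figure D4:**
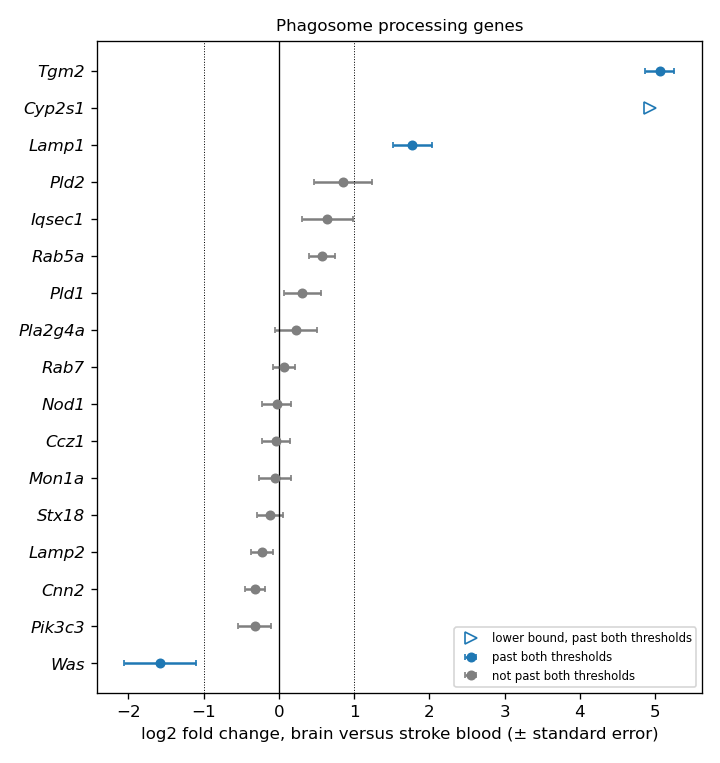
Log2 fold change (x axis) of the 17 tested phagosome processing genes (y axis), brain versus stroke blood, 3 libraries each. Circles and bars give the estimate ± standard error, blue for genes past both thresholds, the open triangle is a lower bound for *Cyp2s1*, and dotted lines mark log2 fold changes of -1 and 1; *Tgm2*, *Cyp2s1* and *Lamp1* lie to the right of 1, *Was* lies to the left of -1, and the signs of *Rab7*, *Nod1*, *Ccz1*, *Mon1a* and *Stx18* change with the scaling.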

The majority of markers examined, however, were not different between brain macrophages and blood monocytes in our dataset (Figure 3D), possibly implying relatively little phagosome processing activity at this stage (5 days) after dMCAO. 

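Of the 17 phagosome processing genes tested, 13 did not pass both thresholds, and 4 of the 21 had too few counts to be tested. Among the 13, *Rab5a* was higher in the brain with a log2 fold change of 0.57 (standard error 0.18, edgeR adjusted p = 0.0353), below the fold change threshold, and the others had an adjusted p of 0.101 or more. *Lamp2* was at 678 ± 91.6 CPM (SD, n = 3) in stroke blood and 644 ± 23.6 CPM (SD, n = 3) in the brain (log2 fold change -0.23, edgeR adjusted p = 0.273). *Rab7* was at 355 ± 45.8 and 415 ± 14.2 CPM (log2 fold change 0.07, edgeR adjusted p = 0.737), and with upper-quartile normalization its log2 fold change was -0.08; its exons, like those of *Rab5a*, overlap an antisense transcript. *Was* was a DEG in the other direction, with a log2 fold change of -1.58 (standard error 0.48, edgeR adjusted p = 0.0333). Its counts in the brain were 1068 in replicate 1 and 306 and 363 in the others, it passed in only 1 of the 6 fits that left out 1 library, and it did not pass in DESeq2 (adjusted p = 0.0564) or against sham blood (edgeR adjusted p = 0.0934).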

In summary (Figure 3E), our data support active engulfment signaling and cytoskeletal arrangement in brain macrophages, but phagosome processing was relatively limited. 

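Of the genes tested in each panel, 3 of 12 engulfment genes, 6 of 6 cytoskeleton regulator genes and 3 of 17 phagosome processing genes were upregulated DEGs. The cytoskeleton panel holds only genes that the paper reports as upregulated (Figure 3B), so its share is not comparable with the others, and no test was made between the panels.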

Since our RNA‐seq samples were collected 5 days after dMCAO, this pattern could reflect a snapshot of the dynamic evolution of efferocytic functions at the subacute stage after brain ischemia. More phagosome processing activities in macrophages may be observed at a later stage after dMCAO.

### 3.4 Activated microglia and macrophages phagocytose dead/dying neurons at the subacute stage after cerebral ischemia

Our RNA‐seq data strongly suggest a significant role of macrophages in the clearance of dead/dying cells in the poststroke brain. We therefore performed immunofluorescence staining to verify macrophage efferocytosis after dMCAO and characterized its spatial and temporal profiles. NeuN and Iba1 were used to label neurons and myeloid cells in the brain, respectively, 3, 5, and 7 days after dMCAO. Brain infarct was well formed in the ipsilesional hemisphere at this subacute stage after ischemia, in which dead/dying neurons with condensed NeuN immunosignal were frequently observed (Figure 4A). Also present in the infarct core were the Iba1^+^ activated microglia and macrophages characterized by an ameboid morphology. To assess ischemia‐induced changes in the distribution and morphology in neurons and myeloid cells, the total number of neurons (NeuN^+^ cells), microglia/macrophages (Iba1^+^ cells), and NeuN/Iba1 double‐labeled cells were counted in the infarct core (a), inner peri‐infarct area (b), proximal area (c), and distal area (d) (Figure 4B, C) 3‐7 days after dMCAO and in the nonischemic contralateral hemisphere as control. Brain ischemia induced prominent loss of neurons in the infarct core and inner peri‐infarct area 3‐7 days after dMCAO (Figure 4C top panel). In the proximal area, we observed a decrease in NeuN^+^ cells 3 days after dMCAO compared with contralateral controls, which later returned to baseline levels 5‐7 days after dMCAO (Figure 4C top panel). Since we defined the border between the proximal area and inner peri‐infarct area based on the immunofluorescence intensity of NeuN, this fluctuation in NeuN^+^ cell numbers 3‐7 days after dMCAO might reflect the shift of the arbitrarily defined “infarct border” but not the actual change in cell numbers. The number of Iba1^+^ microglia/macrophage increased in the infarct area following ischemia (Figure 4C middle panel), which may result from the infiltration of blood‐derived cells or in situ migration of existing parenchymal myeloid cells. With the accumulation of microglia/macrophages, the numbers of NeuN^+^/Iba1^+^ cells increased 3‐7 days after dMCAO and peaked at 5 days (Figure 4C bottom panel), suggesting that dead/dying cells may be removed by microglia/macrophages. The numbers of NeuN^+^ and Iba1^+^ cells in the distal area remained unchanged 3‐7 days after dMCAO compared to levels in the contralateral controls (Figure 4C).

**Figure 4:**
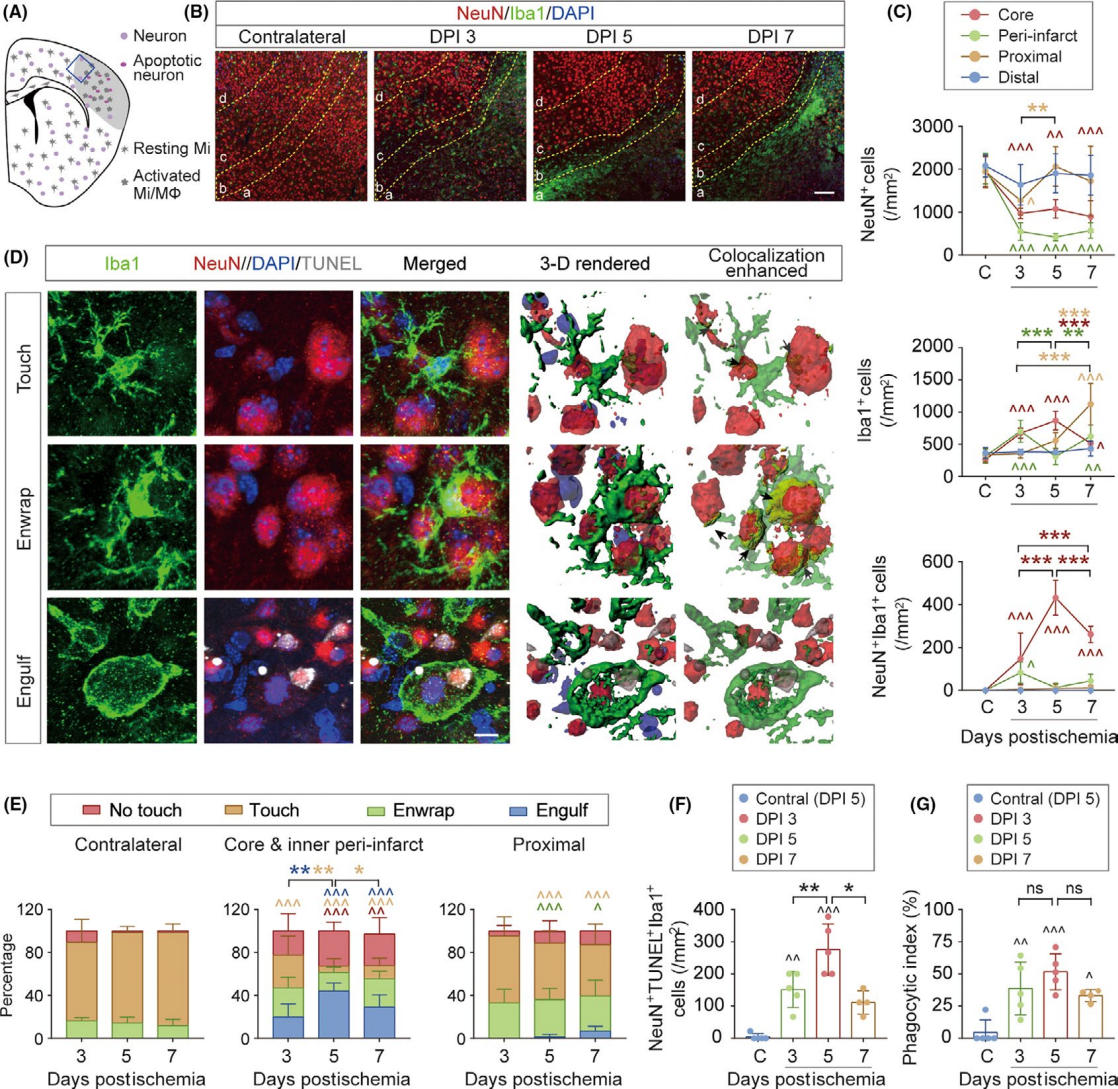
Activated microglia and macrophages phagocytose dead/dying neurons at the subacute stage after cerebral ischemia. Mice were subjected to permanent focal cerebral ischemia induced by dMCAO. A, A schematic cartoon illustrating the distribution of morphologically viable neurons, dead/dying neurons, resting microglia (Mi), and activated microglia/macrophages (Mi/MΦ) in the ipsilesional hemisphere during the subacute stage (3‐7 days) after dMCAO. Gray area: infarct. Blue square: the area surrounding the infarct where images in B were taken. B, Representative images of NeuN, Iba1, and DAPI triple‐label fluorescence in the ipsilesional hemisphere 3, 5, and 7 days postischemia (DPI) and in the noninjured contralateral hemisphere 5 DPI. The image field was divided into four areas as described in Section 2: (a) infarct core; (b) inner peri‐infarct area; (c) proximal area; and (d) distal area. Scale bar: 100 μm. C, Quantification of NeuN‐positive cells (top), Iba1‐positive cells (middle), and NeuN/Iba1 double‐positive cells (bottom) in the infarct core, inner peri‐infarct area, proximal area, and distal area at indicated time points after dMCAO, and in the noninjured contralateral hemisphere (“C”) 5 days after dMCAO. D, Representative images of brain sections stained with NeuN, Iba1, DAPI, and TUNEL demonstrating the interactions between neurons and microglia/macrophages 5 days after dMCAO. Color‐merged images were 3D‐rendered by Imaris software (4th column), with NeuN/Iba1 contact surface enhanced (5th column). Arrow: NeuN and Iba1 contact surface (yellow). Iba1^+^ cells were classified into four types according to their contact area with NeuN immunosignal as described in Section 2: no touch, touch, enwrap, and engulf (also see Figure S1 and Videos [Link], [Link], [Link], [Link]). NeuN^+^TUNEL^+^ cells were frequently observed to be engulfed in Iba1^+^ cells, indicating phagocytosis of apoptotic neurons by microglia/macrophages. Scale bar: 7 μm. E, Percentage of microglia/macrophages showing no touch, touch, enwrap, or engulf relations with neurons in the noninjured contralesional hemisphere (left panel), ipsilesional infarct core and inner peri‐infarct areas (middle panel), and proximal area (right panel) 3‐7 days after dMCAO. F, Quantification of NeuN/TUNEL/Iba1 triple‐positive cells (microglia and macrophages engulfing dead/dying neurons) in the infarct core (area a in B) 3‐7 days after dMCAO. G, Phagocytic index was calculated as the percentage of dead/dying neurons engulfed by microglia/macrophages in the infarct core (area a in B) 3‐7 days after dMCAO. n = 4‐5 mice per group. *P < .05, **P < .01, ***P < .001 between different time points after ischemia, as indicated. ^*P* < .05, ^^*P* < .01, ^^^*P* < .001 vs. noninjured contralateral hemisphere. ns, no significant difference

To further investigate the interactions between neurons and phagocytes in the brain after cerebral ischemia, we classified all Iba1^+^ cells into four categories according to their contact size with NeuN^+^ neurons (see Section 2): no touch, touch, enwrap, and engulf (Figure 4D, Figure S1 and Videos [Link], [Link], [Link], [Link]). Quantification of Iba1^+^ microglia/macrophages under each category revealed distinct distribution patterns of cells in the core/inner peri‐infarct area, proximal area, and the contralateral hemisphere (Figure 4E and Table S1). In the nonischemic contralateral hemisphere, 81.2% of Iba1^+^ cells touched a neuron and 14.5% of Iba1^+^ cells enwrapped a neuron (Figure 4E left panel), consistent with an established role for resting microglia in synaptic pruning in the homeostatic brain.^39^ After dMCAO, the number of “touch” Iba1^+^ cells was significantly less in the infarct core area than contralateral side (Figure 4E middle panel and Table S1), whereas the “enwrap” and “engulf” Iba1^+^ cells increased, suggesting closer interactions between phagocytes and neurons in response to ischemic injury. Compared with the contralateral hemisphere, “engulf” Iba1^+^ cells appeared 3 days after dMCAO (*P* = .076), reached a peak level 5 days after dMCAO (*P* < .001) and remained present for at least 7 days after dMCAO (Table S1). In the proximal area (Figure 4E right panel), “engulf” Iba1^+^ cells were rarely detected up to 7 days after dMCAO, but the “enwrap” ones were much higher than the contralateral hemisphere, perhaps reflecting an intermediate state between the infarct core and uninjured tissue. TUNEL labeling of apoptotic cells revealed that most NeuN^+^ cells engulfed by Iba1^+^ cells were apoptotic neurons. The number of NeuN^+^TUNEL^+^Iba1^+^ cells peaked 5 days after dMCAO (Figure 4F), however, no significant difference was detected in the phagocytic index among the three time points examined (Figure 4G). These findings showed that dead neurons induced by ischemia undergo phagocytic clearance by microglia/macrophage in the brain, with maximal clearance 5 days postischemia, which persisted for at least 7 days after brain ischemia.

### 3.5 PPARγ and STAT6 are predicted to be master regulators of macrophage efferocytosis and inflammation resolution in the poststroke brain

An important consequence and benefit of efferocytosis is alleviation of local inflammation after dead cells and debris are cleared from the injured tissue. Therefore, we examined the expression levels of a panel of common antiinflammatory and prorepair markers in monocytes/macrophages in the post‐dMCAO brain and blood and found that six of them were significantly upregulated in brain macrophages (Figure 5A), including genes encoding cytokines and growth factors secreted into the extracellular space (*Tgfa*, *Il10*, *Csf1*), and prorepair enzymes in the cytoplasm (*Arg1*, *Arg2*). 

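*Arg1*, on chromosome 10 of GRCm38 from 24915221 to 24927484, rose from 0.376 ± 0.283 CPM (SD, n = 3) in stroke blood to 64.1 ± 7.87 CPM (SD, n = 3) in the brain, a log2 fold change of 7.27 (standard error 0.41, edgeR adjusted p = 1.05e-05). *Tgfa* had 0 counts in stroke blood and 55, 117 and 276 in the brain, at least 46.8-fold higher (edgeR adjusted p = 0.00109), and its exons overlap an antisense transcript. *Il10* had 1 count over the stroke blood libraries and 35, 48 and 42 in the brain, at least 13.3-fold higher (edgeR adjusted p = 0.000944). *Mrc1* rose from 8.17 ± 2.93 to 63.6 ± 29.5 CPM (log2 fold change 2.81, standard error 0.40, edgeR adjusted p = 0.000981). *Arg2* (log2 fold change 1.78, standard error 0.38, edgeR adjusted p = 0.00717) was not different from sham blood (-0.20, edgeR adjusted p = 0.76), and its exons overlap *Vti1b* on the opposite strand. *Csf1*, with 18, 140 and 56 counts in stroke blood and 460, 221 and 338 in the brain (log2 fold change 2.11, standard error 0.61, edgeR adjusted p = 0.0286), passed in 3 of the 6 fits that left out 1 library and did not pass against sham blood (edgeR adjusted p = 0.0621). *Il4* (edgeR adjusted p = 0.33) and *Tgfb1* (edgeR adjusted p = 0.195) were not different, and *Il13*, with 1 count over the 6 libraries, was too low to be tested.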

Given these potential inflammation‐resolving and salutary activities of macrophages, we explored whether there were master transcription regulators that determined the macrophage transcriptome after stroke. We assessed the expression of several transcriptional factors, which were previously reported^40^, ^41^, ^42^, ^43^ to contribute to phagocytosis‐related genomic reprogramming of macrophages in peripheral organs or in vitro cell cultures. In our dataset (Figure 5B), the expression of *Nr4a1*, *Nr1h3,* and *Pparg* was significantly upregulated in brain macrophages, whereas *Irf5*, a negative regulator of efferocytosis,^41^ was downregulated in brain macrophages, although the change was not significant. 

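*Nr4a1*, on chromosome 15 of GRCm38 from 101254269 to 101274795, rose from 253 ± 57.0 CPM (SD, n = 3) in stroke blood to 1684 ± 1489 CPM (SD, n = 3) in the brain, a log2 fold change of 2.58 (standard error 0.52, edgeR adjusted p = 0.00573). Brain replicate 1 had 63776 counts of *Nr4a1* and replicates 2 and 3 had 16620 and 19823, and the log2 fold change was between 1.57 and 2.94 with each library left out. Other genes known to respond to tissue dissociation were also higher in the brain libraries. *Nr1h3*, which encodes LXR-α, rose from 11.1 ± 2.68 to 37.1 ± 12.1 CPM (log2 fold change 1.59, standard error 0.30, edgeR adjusted p = 0.0039), and its exons overlap a transcript on the same strand. *Pparg* rose from 14.3 ± 4.38 to 40.9 ± 4.38 CPM (log2 fold change 1.36, standard error 0.24, edgeR adjusted p = 0.00295). *Irf5* was at 766 ± 120 CPM in stroke blood and 809 ± 35.8 CPM in the brain (log2 fold change -0.07, standard error 0.15, edgeR adjusted p = 0.745); its sign was negative after TMM normalization and positive with library size only (0.08), and its exons overlap *Tnpo3* on the opposite strand. *Irf4* was lower in the brain (log2 fold change -1.46, standard error 0.26, edgeR adjusted p = 0.00304) but was not different from sham blood (edgeR adjusted p = 0.232).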

Since transcription regulators may be activated even in the absence of an increase in expression, we performed IPA to predict the functional status of each regulator, taking into consideration the expression profiles of the entire genome and prior knowledge of expected effects between transcriptional regulators and their target genes.^44^ Among all molecules examined, PPARγ and STAT6 were the only two upstream regulators that were predicted to be strongly activated (*z*‐score >2 and *P* < .01) in brain macrophages (Figure 5C). 

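The activation scores of IPA were not recomputed. At the level of its own transcript, *Stat6*, on chromosome 10 of GRCm38 from 127642986 to 127660957, was at 378 ± 85.4 CPM (SD, n = 3) in stroke blood and 536 ± 37.9 CPM (SD, n = 3) in the brain (log2 fold change 0.35, standard error 0.18, edgeR adjusted p = 0.16), and its exons overlap *Nab2* on the opposite strand. Of the 9 transcription regulator genes tested, 4 were DEGs, *Pparg* among them, with 3 upregulated and 1 downregulated. *Rxra*, whose product forms a heterodimer with PPARγ, was lower in the brain by a log2 fold change of -0.69 (standard error 0.19, edgeR adjusted p = 0.0245), below the fold change threshold. *Nr1h2* (-0.03, edgeR adjusted p = 0.923), whose sign changed with library size only (0.13) and with a GC content and length offset (0.01), and *Ppard* (-0.41, edgeR adjusted p = 0.601) were not different.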

Representative DEGs downstream of these two regulators (Figure 5D) included antiinflammatory factors and growth factors (eg, IL‐10, Arginase 1, IGF1, LIF, GDF‐15, FGF1), nuclear receptors (eg, LXR‐α, NR4A1), and efferocytic receptors and transporters (eg, CD36, ABCA1). 

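Of the 15 genes drawn in Figure 5D, 12 had enough counts to be tested, and all 12 were DEGs, 11 upregulated and 1, *Irf4*, downregulated. The figure shows genes chosen as DEGs from these same libraries, so this count is no independent check of them. *Spp1*, on chromosome 5 of GRCm38 from 104435118 to 104441050, rose from 1.16 ± 0.536 CPM (SD, n = 3) in stroke blood to 2381 ± 1264 CPM (SD, n = 3) in the brain, a log2 fold change of 10.83 (standard error 0.54, edgeR adjusted p = 4.85e-06); its exons overlap a transcript on the same strand. *Gdf15* rose from 0.104 ± 0.108 to 16.8 ± 1.92 CPM (log2 fold change 7.16, standard error 0.60, edgeR adjusted p = 5.88e-05). *Igf1* rose from 0.455 ± 0.214 to 19.3 ± 7.36 CPM (log2 fold change 5.25, standard error 0.47, edgeR adjusted p = 8.82e-05), and *Lif* from 0.358 ± 0.282 to 6.47 ± 3.54 CPM (log2 fold change 4.01, standard error 0.76, edgeR adjusted p = 0.00421). *Fgf1*, with 1 count over the 3 stroke blood libraries and 5, 23 and 11 in the brain, was left out by the filter on low counts; without the filter it was at least 4.02-fold higher (edgeR adjusted p = 0.0304).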

Collectively, these two molecules may play a central role in dictating the proefferocytic transcriptome of brain macrophages after ischemic stroke.

**Figure 5:**
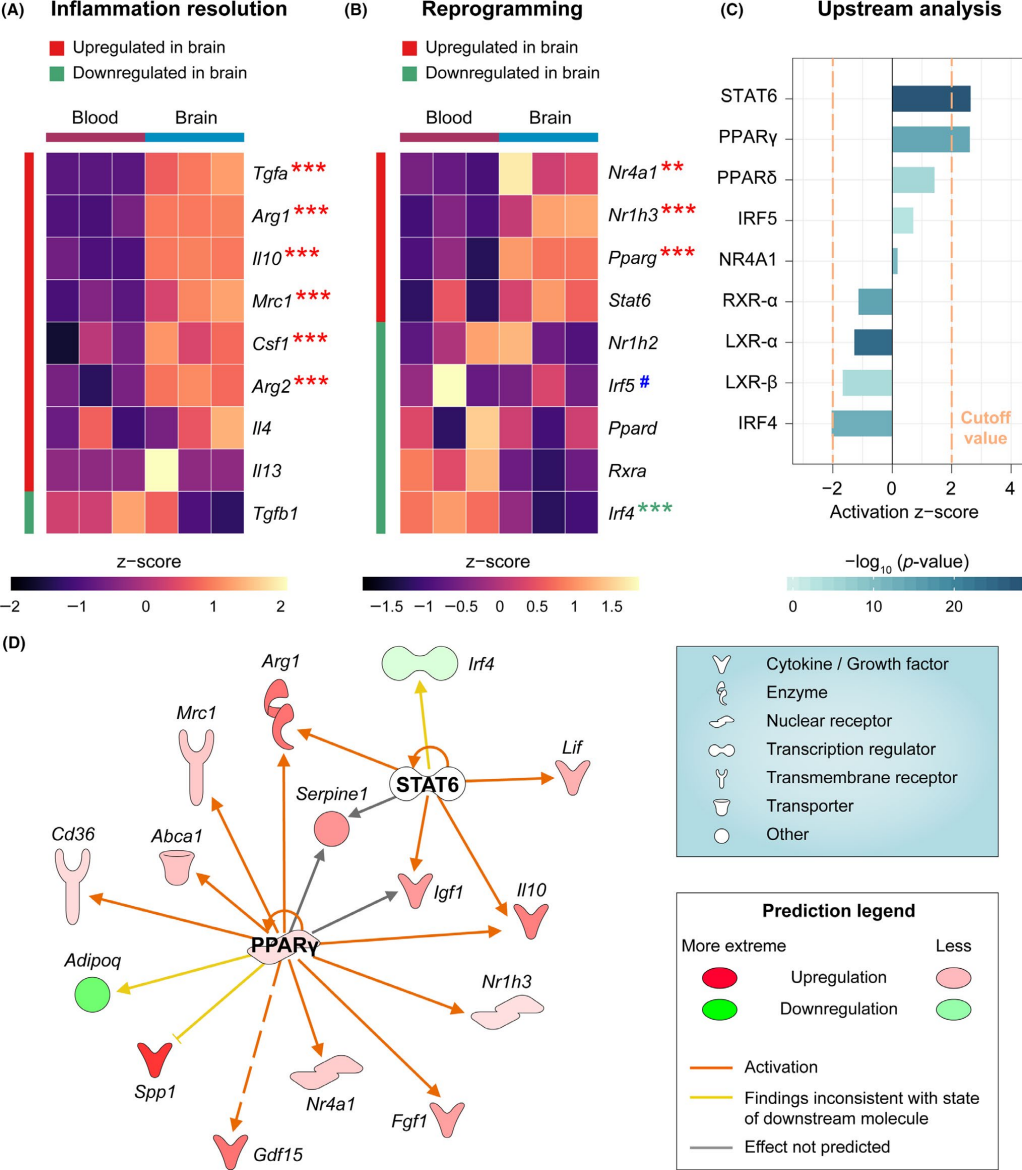
PPARγ and STAT6 are predicted to be master regulators of macrophage efferocytic function in the poststroke brain. A, Expression profiles of a panel of molecules that promote the resolution of inflammation. B, Expression profiles of a panel of transcription regulators, which affect the efferocytic capacity of phagocytes. Asterisks label the significantly upregulated (red) or downregulated (green) genes in brain macrophages, where ** and *** indicate an adjusted *P*‐value <.01 and .001, respectively. # indicates the gene product typically inhibits efferocytic capacity. C, *Upstream Regulator* analyses were performed by IPA on DEGs in macrophages from post‐dMCAO brain versus blood. The activation *z*‐score and *P*‐value of overlap were shown for a panel of molecules that are potential upstream regulators. The cutoff values for predicated activation or inhibition were *z*‐score >2 or <−2 and *P*‐value <.01. PPARγ and STAT6 were predicted to be upstream regulators that were strongly activated in post‐dMCAO brain macrophages. D, DEGs in the brain macrophages that are regulated by PPARγ and STAT6 are shown in a network view, with annotations on the types of their gene products

## 4 DISCUSSION

In this study, we used RNA‐seq profiling to elucidate the genomic changes in monocytes/macrophages upon entering the brain after ischemic stroke, and the functional implications of this altered macrophage transcriptome on poststroke brain injury and recovery. Our results reveal genomic adaptations in brain macrophages that drive these cells into a proefferocytic and antiinflammatory phenotype, which facilitate the clearance of dead cells and elicit regenerative responses in the neurovascular niche (Figure 6).

**Figure 6:**
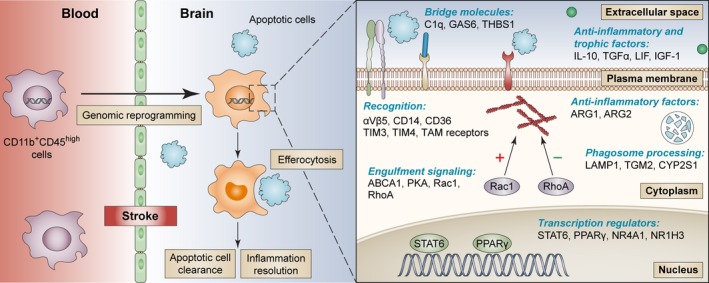
Summary of the role of macrophages in efferocytosis and inflammation resolution in the poststroke brain. Following ischemic stroke, blood monocytes/macrophages (CD11b^+^CD45^high^ cells) invade the postischemic brain and undergo genomic reprogramming that enhances their efferocytic capacity. This genomic reprogramming results in a cascade of changes such as the upregulation of plasma membrane receptors and extracellular bridge molecules that assist with the recognition of apoptotic cells. Intracellular signaling is subsequently triggered, which stimulates cytoskeletal rearrangement, engulfment of apoptotic cells, and phagosome internalization. A group of transcription regulators are activated during macrophage efferocytosis, leading to the production of antiinflammatory and trophic factors. The genes listed were differentially expressed in brain macrophages versus their counterparts in the blood, whose products participate in each of these critical steps of efferocytosis. The efferocytic macrophages play a pivotal role in the clearance of dead cells and resolution of inflammation in the brain, ultimately promoting the neurorestorative processes after stroke

The importance of efferocytosis in the poststroke brain has largely been overlooked; thus, not much is known about the contributing cells and the molecular mechanisms regulating efferocytosis. Efferocytosis is a special type of phagocytosis that has unique characteristics compared with the typical phagocytosis process of microorganisms; the latter process involves the recognition of pathogen‐associated molecular patterns (PAMPs) derived from microorganisms by pattern recognition receptors (PRRs).^45^ In contrast, efferocytosis is initiated by DAMPs released by the injured cell, which engage specialized receptors that recognize the “eat‐me” markers on dead cells. The intracellular signaling pathways downstream of these receptors are also different from those downstream of the PRRs.

Engulfment of dead cells and subsequent processing of phagosomes are the execution steps of efferocytosis, which require the participation of specific cellular machinery and remodeling of the actin cytoskeleton.^36^ We observed upregulation in the expression of several intracellular signaling molecules involved in cellular engulfment in brain macrophages 5 days after dMCAO and concomitant upregulation of many cytoskeletal regulators, implying the involvement of active cytoskeletal remodeling of brain macrophages at this stage after ischemia. However, future studies measuring the protein levels of these and other factors are warranted to further confirm this involvement. In contrast, there was relatively negligible processing of phagosomes in brain macrophages. Since our RNA‐seq data were obtained from a single time point (5 days) after dMCAO, the data may not capture the complete time course of efferocytic activities of brain macrophages. Our in vivo immunohistochemistry data indicated that phagocytosis of apoptotic neurons peaked 5 days after dMCAO. Future studies expanding the time window of examination are warranted to confirm the temporal profile of activation of engulfment signaling and phagosome formation in situ. It should also be noted that although cytoskeletal remodeling is a prerequisite of efferocytosis, the cytoskeletal regulators examined here are nonspecific to engulfment activity and could implicate other biological processes involving cytoskeleton changes. For example, macrophages can repair injured vessels through direct mechanical contact with endothelium,^46^ for which Rac1 activity and cytoskeleton changes are required. Other activities such as cell migration, cell adhesion, and diapedesis also involve cytoskeletal changes.

Using Iba1 to label phagocytes in the brain, we observed active efferocytosis during the subacute stage after dMCAO targeting apoptotic neurons. Since all myeloid‐lineage cells express Iba1, including resident microglia, CNS border‐associated macrophages, and blood‐borne monocytes/macrophages,^47^, ^48^, ^49^ we could not differentiate between the contributions of activated resident microglia and monocyte‐derived macrophages to overall efferocytic activity. On the other hand, the bulk RNA‐seq on brain CD11b^+^CD45^high^ cells used in this study also could not distinguish between resident microglia that upregulate CD45 upon activation and monocyte‐derived macrophages, which have intrinsically high CD45 expression.^50^ Nevertheless, high expression of CD45 represents functionally active myeloid cells in the poststroke brain, and future studies may employ single‐cell RNA‐seq to further differentiate the roles of microglia versus macrophages. 

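A list of 11 genes expressed by resident microglia was higher in the sorted brain cells than in stroke blood for all 11, with a median log2 fold change of 6.24; *Cx3cr1* was the only one of them that was not a DEG. *Tmem119*, on chromosome 5 of GRCm38 from 113793729 to 113800516, was at 4.30 ± 3.24 CPM (SD, n = 3) in stroke blood and 362 ± 208.8 CPM (SD, n = 3) in the brain (log2 fold change 6.24, standard error 0.62, edgeR adjusted p = 0.00016). *Sall1* had 0 counts in each blood library and 137, 150 and 472 in the brain libraries, at least 80.2-fold higher (edgeR adjusted p = 0.000544). *P2ry12* rose from 21.5 ± 3.99 to 271 ± 173 CPM (log2 fold change 3.50, standard error 0.42, edgeR adjusted p = 0.000431), and its exons overlap *Med12l* on the opposite strand. *Tmem119* and *Sall1* were lowest in brain replicate 1 and highest in replicate 3.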

Microglia depletion approaches^51^, ^52^ may also shed light on the relative contribution to overall phagocytosis by CNS microglia and monocyte‐derived macrophages.

We identified two potential master regulators, that is, PPARγ and STAT6, which may determine the transcriptome of macrophages and shape their functional status in the poststroke brain. PPARγ was previously reported to promote phagocytic clearance of dead cells by macrophages in in vitro cultures, peripheral organs, and after intracerebral hemorrhage.^53^, ^54^, ^55^ Furthermore, a recent study from our group demonstrated a pivotal role of STAT6 in microglia/macrophage efferocytosis in the brain after ischemic stroke.^56^ In this study, we focused on molecules that are established regulators of phagocytosis. However, the prediction made by upstream regulator analysis may also uncover novel regulatory molecules. Genetic or pharmacologic approaches that target these regulators may be a promising treatment to manipulate efferocytosis to promote inflammation resolution, eventually facilitating functional recovery after stroke.

In summary, we report that brain macrophages harbor a transcriptome favoring efferocytosis during the subacute stage after ischemic stroke and may represent a rational therapeutic target to enhance resolution of inflammation and brain repair. In peripheral organs, efferocytosis is generally believed to be a beneficial process that maintains tissue homeostasis and expedite tissue restoration after injury. Intriguingly, a controversial role of phagocytosis in the poststroke brain has also been proposed, wherein phagocytes may attack viable neurons or oligodendrocyte precursor cells and exacerbate brain injury after cerebral ischemia.^57^, ^58^ In our study, most phagocytosed neurons were TUNEL‐positive apoptotic cells; however, whether phagocytosis is detrimental or salutary in the brain should be assessed considering its overall impact on the functional recovery after stroke. Furthermore, the phagocytotic activity of macrophages may vary at different injury stages after ischemic stroke or be altered by biological variables such as age and sex.^59^, ^60^ These are additional critical factors to consider when developing efferocytosis‐manipulating strategies.

## CONFLICT OF INTEREST

The authors declare no conflict of interest.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Macrophages reprogram after ischemic stroke and promote efferocytosis and inflammation resolution in the mouse brain
**Source:** CNS Neurosci Ther. 2019 Nov 7;25(12):1329–42. doi: 10.1111/cns.13256
**Supplement:** Supplementary file 1

## Supporting Information

**Supplementary Video 1.** 3D remodeling of the “no touch” relationship between microglia/macrophages and neurons by Imaris. Shown are fluorescence signals of Iba1 (green), NeuN (red), and DAPI (blue) taken from the ipsilateral cortex 5 days after dMCAO. There is no contact surface area between NeuN and Iba1 immunofluorescence in the volume examined. A total depth of 21  $\mu\text{m}$  of the tissue was scanned and remodeled.

**Supplementary Video 2.** 3D remodeling of the “touch” relationship between microglia/macrophages and neurons by Imaris. Shown are fluorescence signals of Iba1 (green), NeuN (red), and DAPI (blue) taken from the contralateral cortex 5 days after dMCAO. The contact surface areas between NeuN and Iba1 immunofluorescence are marked in yellow. A total depth of 21  $\mu\text{m}$  of the tissue was scanned and remodeled.

**Supplementary Video 3.** 3D remodeling of the “enwrap” relationship between microglia/macrophages and neurons by Imaris. Shown are fluorescence signals of Iba1 (green), NeuN (red), and DAPI (blue) taken from the proximal area of the ipsilesional cortex 5 days after dMCAO. The contact surface areas between NeuN and Iba1 immunofluorescence are marked in yellow. A total depth of 21  $\mu\text{m}$  of the tissue was scanned and remodeled.

**Supplementary Video 4.** 3D remodeling of the “engulf” relationship between microglia/macrophages and apoptotic neurons by Imaris. Shown are fluorescence signals of Iba1 (green), NeuN (red), TUNEL (white), and DAPI (blue) taken from the infarct core of the ipsilesional cortex 5 days after dMCAO. Apoptotic neurons are double-labeled by TUNEL (white) and NeuN (red). The contact surface areas between NeuN and Iba1 immunofluorescence are marked in yellow. A total depth of 21  $\mu\text{m}$  of the tissue was scanned and remodeled.

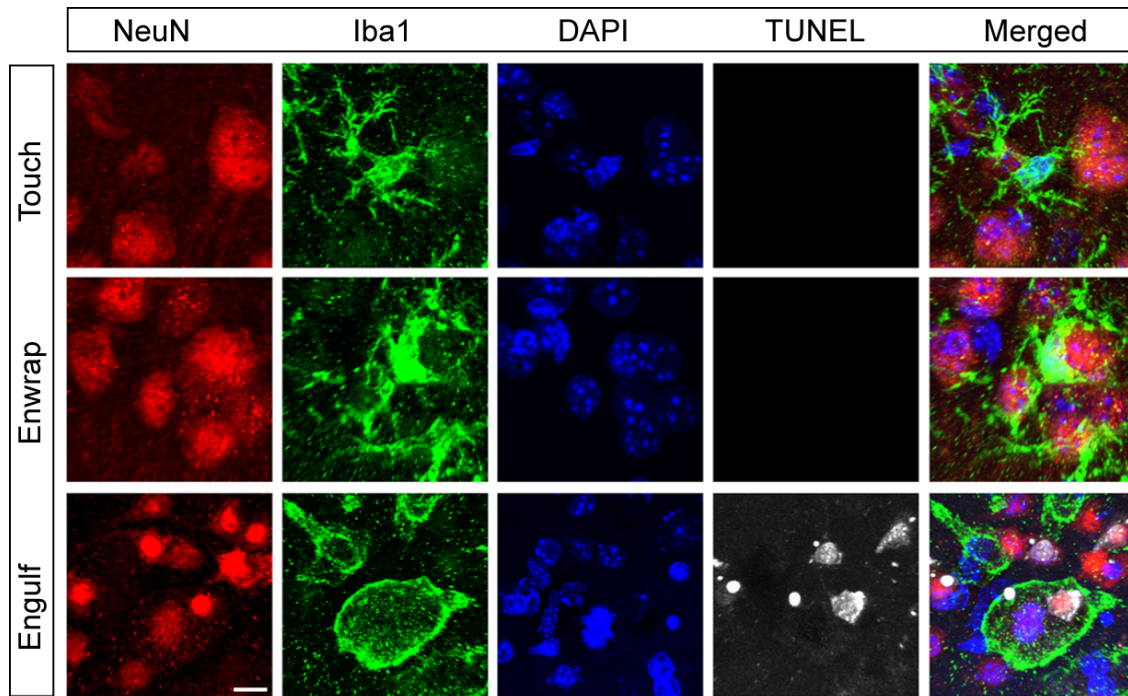

**Supplementary Figure 1. Activated microglia and macrophages phagocytose dead/dying neurons at the subacute stage after cerebral ischemia (related to Figure 4D).**

Mice were subjected to permanent focal cerebral ischemia induced by dMCAO. Shown are representative images of brain sections stained with NeuN (red), Iba1 (green), DAPI (blue), and TUNEL (white) demonstrating the interactions between neurons and microglia/macrophages 5 days after dMCAO. Color-merged images are shown in the 5<sup>th</sup> column. Scale bar: 10  $\mu$ m.

**Supplementary Table 1. Statistics reporting**

| FIGURE                                 | LABEL                                                                                                                                                                                                                                                                                                                                                                                   | GROUP        | <i>p</i> VALUE                                                                                                                                                                                                                                                                                       |
|----------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Figure 4C<br>(NeuN <sup>+</sup> cells) | <sup>^</sup> Infarct core vs.<br>contralateral hemisphere at<br>indicated time points<br><sup>^</sup> Proximal area vs.<br>contralateral hemisphere at<br>indicated time points<br><sup>^</sup> Peri-infarct area vs.<br>contralateral hemisphere at<br>indicated time points<br>* DPI 3 vs. DPI 5 in<br>proximal area                                                                  | Core         | Contralateral-DPI 3 <i>p</i> = 0.0007 ( <sup>^^^</sup> )<br>Contralateral-DPI 5 <i>p</i> = 0.0032 ( <sup>^^</sup> )<br>Contralateral-DPI 7 <i>p</i> = 0.0006 ( <sup>^^^</sup> )<br>DPI 3-DPI 5 <i>p</i> > 0.9999<br>DPI 3-DPI 7 <i>p</i> > 0.9999<br>DPI 5-DPI 7 <i>p</i> > 0.9999                   |
|                                        |                                                                                                                                                                                                                                                                                                                                                                                         | Peri-infarct | Contralateral-DPI 3 <i>p</i> < 0.0001 ( <sup>^^^</sup> )<br>Contralateral-DPI 5 <i>p</i> < 0.0001 ( <sup>^^^</sup> )<br>Contralateral-DPI 7 <i>p</i> < 0.0001 ( <sup>^^^</sup> )<br>DPI 3-DPI 5 <i>p</i> > 0.9999<br>DPI 3-DPI 7 <i>p</i> > 0.9999<br>DPI 5-DPI 7 <i>p</i> > 0.9999                  |
|                                        |                                                                                                                                                                                                                                                                                                                                                                                         | Proximal     | Contralateral-DPI 3 <i>p</i> = 0.0393 ( <sup>^</sup> )<br>Contralateral-DPI 5 <i>p</i> > 0.9999<br>Contralateral-DPI 7 <i>p</i> > 0.9999<br>DPI 3-DPI 5 <i>p</i> = 0.0086 ( <sup>**</sup> )<br>DPI 3-DPI 7 <i>p</i> = 0.4643<br>DPI 5-DPI 7 <i>p</i> > 0.9999                                        |
|                                        |                                                                                                                                                                                                                                                                                                                                                                                         | Distal       | Contralateral-DPI 3 <i>p</i> = 0.4149<br>Contralateral-DPI 5 <i>p</i> > 0.9999<br>Contralateral-DPI 7 <i>p</i> > 0.9999<br>DPI 3-DPI 5 <i>p</i> > 0.9999<br>DPI 3-DPI 7 <i>p</i> > 0.9999<br>DPI 5-DPI 7 <i>p</i> > 0.9999                                                                           |
| Figure 4C<br>(Iba1 <sup>+</sup> cells) | <sup>^</sup> Infarct core vs.<br>contralateral hemisphere at<br>indicated time points<br><sup>^</sup> Proximal area vs.<br>contralateral hemisphere at<br>indicated time points<br><sup>^</sup> Peri-infarct area vs.<br>contralateral hemisphere at<br>indicated time points<br>* DPI 5 vs. DPI 7 in core<br>area<br>* Difference between three<br>time points in peri-infarct<br>area | Core         | Contralateral-DPI 3 <i>p</i> < 0.0001 ( <sup>^^^</sup> )<br>Contralateral-DPI 5 <i>p</i> < 0.0001 ( <sup>^^^</sup> )<br>Contralateral-DPI 7 <i>p</i> = 0.0342 ( <sup>^</sup> )<br>DPI 3-DPI 5 <i>p</i> = 0.1146<br>DPI 3-DPI 7 <i>p</i> = 0.4354<br>DPI 5-DPI 7 <i>p</i> = 0.0008 ( <sup>***</sup> ) |
|                                        |                                                                                                                                                                                                                                                                                                                                                                                         | Peri-infarct | Contralateral-DPI 3 <i>p</i> < 0.0001 ( <sup>^^^</sup> )<br>Contralateral-DPI 5 <i>p</i> > 0.9999<br>Contralateral-DPI 7 <i>p</i> = 0.0048 ( <sup>^^</sup> )<br>DPI 3-DPI 5 <i>p</i> < 0.0001 ( <sup>***</sup> )<br>DPI 3-DPI 7 <i>p</i> > 0.9999<br>DPI 5-DPI 7 <i>p</i> = 0.0040 ( <sup>**</sup> ) |
|                                        |                                                                                                                                                                                                                                                                                                                                                                                         | Proximal     | Contralateral-DPI 3 <i>p</i> > 0.9999<br>Contralateral-DPI 5 <i>p</i> = 0.0516<br>Contralateral-DPI 7 <i>p</i> < 0.0001 ( <sup>^^^</sup> )<br>DPI 3-DPI 5 <i>p</i> = 0.0971<br>DPI 3-DPI 7 <i>p</i> < 0.0001 ( <sup>***</sup> )<br>DPI 5-DPI 7 <i>p</i> < 0.0001 ( <sup>***</sup> )                  |
|                                        |                                                                                                                                                                                                                                                                                                                                                                                         | Distal       | Contralateral-DPI 3 <i>p</i> > 0.9999<br>Contralateral-DPI 5 <i>p</i> > 0.9999<br>Contralateral-DPI 7 <i>p</i> > 0.9999<br>DPI 3-DPI 5 <i>p</i> > 0.9999<br>DPI 3-DPI 7 <i>p</i> > 0.9999<br>DPI 5-DPI 7 <i>p</i> > 0.9999                                                                           |

|                                                              |                                                                                                                                                                                                                                                |                        |                                                                                                                                                                                                                                                                  |
|--------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Figure 4C<br>(NeuN <sup>+</sup> /Iba1 <sup>+</sup><br>Cells) | <sup>^</sup> Infarct core vs.<br>contralateral hemisphere at<br>indicated time points<br><sup>^</sup> Peri-infarct area vs.<br>contralateral hemisphere at<br>indicated time points.<br>* Difference between three<br>time points in core area | Core                   | Contralateral-DPI 3 $p < 0.0001$ (^^^)<br>Contralateral-DPI 5 $p < 0.0001$ (^^^)<br>Contralateral-DPI 7 $p < 0.0001$ (^^^)<br>DPI 3-DPI 5 $p < 0.0001$ (***)<br>DPI 3-DPI 7 $p = 0.0008$ (***)<br>DPI 5-DPI 7 $p < 0.0001$ (***)                                 |
|                                                              |                                                                                                                                                                                                                                                | Peri-infarct           | Contralateral-DPI 3 $p = 0.0169$ (^)<br>Contralateral-DPI 5 $p > 0.9999$<br>Contralateral-DPI 7 $p = 0.7122$<br>DPI 3-DPI 5 $p = 0.0683$<br>DPI 3-DPI 7 $p > 0.9999$<br>DPI 5-DPI 7 $p > 0.9999$                                                                 |
|                                                              |                                                                                                                                                                                                                                                | Proximal               | Contralateral-DPI 3 $p > 0.9999$<br>Contralateral-DPI 5 $p > 0.9999$<br>Contralateral-DPI 7 $p > 0.9999$<br>DPI 3-DPI 5 $p > 0.9999$<br>DPI 3-DPI 7 $p > 0.9999$<br>DPI 5-DPI 7 $p > 0.9999$                                                                     |
|                                                              |                                                                                                                                                                                                                                                | Distal                 | Contralateral-DPI 3 $p > 0.9999$<br>Contralateral-DPI 5 $p > 0.9999$<br>Contralateral-DPI 7 $p > 0.9999$<br>DPI 3-DPI 5 $p > 0.9999$<br>DPI 3-DPI 7 $p > 0.9999$<br>DPI 5-DPI 7 $p > 0.9999$                                                                     |
| Figure 4E<br>(Contralateral)                                 | Not label in figure 4E                                                                                                                                                                                                                         | DPI 3                  | Touch-No touch $p < 0.0001$<br>Engulf-Enwrap $p = 0.0660$<br>Enwrap-Touch $p < 0.0001$<br>Enwrap-No touch $p > 0.9999$<br>Engulf-Touch $p < 0.0001$<br>Engulf-No touch $p = 0.5776$                                                                              |
|                                                              |                                                                                                                                                                                                                                                | DPI 5                  | Touch-No touch $p < 0.0001$<br>Engulf-Enwrap $p = 0.1441$<br>Enwrap-Touch $p < 0.0001$<br>Enwrap-No touch $p = 0.2375$<br>Engulf-Touch $p < 0.0001$<br>Engulf-No touch $p > 0.9999$                                                                              |
|                                                              |                                                                                                                                                                                                                                                | DPI 7                  | Touch-no touch $p < 0.0001$<br>Engulf-Enwrap $p = 0.5763$<br>Enwrap-touch $p < 0.0001$<br>Enwrap-No touch $p = 0.8647$<br>Engulf-Touch $p < 0.0001$<br>Engulf-No touch $p > 0.9999$                                                                              |
| Figure 4E<br>(Core & Inner<br>peri-infarct)                  | * “touch” Iba1 <sup>+</sup> cells<br>between indicated time<br>points post ischemia<br>* “Engulf” Iba1 <sup>+</sup> cells<br>between indicated time<br>points post ischemia                                                                    | Between time<br>points | <b>No touch:</b><br>DPI 3-DPI 5 $p = 0.3158$<br>DPI 3-DPI 7 $p = 0.6116$<br>DPI 5-DPI 7 $p = 0.9018$<br><b>Touch:</b><br>DPI 3-DPI 5 $p = 0.0030$ (**)<br>DPI 3-DPI 7 $p = 0.0474$ (*)<br>DPI 5-DPI 7 $p = 0.6712$<br><b>Enwrap:</b><br>DPI 3-DPI 5 $p = 0.3440$ |

|                         |                           |                     |                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------|---------------------------|---------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                         |                           |                     | DPI 3-DPI 7 $p = 0.9908$<br>DPI 5-DPI 7 $p = 0.4588$<br>Engulf:<br>DPI 3-DPI 5 $p = 0.0035$ (**)<br>DPI 3-DPI 7 $p = 0.4283$<br>DPI 5-DPI 7 $p = 0.1253$                                                                                                                                                                                                                                                              |
|                         | Not label in figure 4E    | DPI 3               | Touch-No touch $p > 0.9999$<br>Engulf-Enwrap $p > 0.9999$<br>Enwrap-Touch $p > 0.9999$<br>Enwrap-No touch $p > 0.9999$<br>Engulf-Touch $p = 0.7964$<br>Engulf-No touch $p > 0.9999$                                                                                                                                                                                                                                   |
|                         |                           | DPI 5               | Touch-No touch $p = 0.0026$<br>Engulf-Enwrap $p = 0.0026$<br>Enwrap-Touch $p = 0.6786$<br>Enwrap-No touch $p = 0.2063$<br>Engulf-Touch $p < 0.0001$<br>Engulf-No touch $p = 0.6766$                                                                                                                                                                                                                                   |
|                         |                           | DPI 7               | Touch-No touch $p = 0.2096$<br>Engulf-Enwrap $p > 0.9999$<br>Enwrap-Touch $p = 0.4973$<br>Enwrap-No touch $p > 0.9999$<br>Engulf-Touch $p = 0.2264$<br>Engulf-No touch $p > 0.9999$                                                                                                                                                                                                                                   |
| Figure 4E<br>(Proximal) | No significant difference | Between time points | <b>No touch:</b><br>DPI 3-DPI 5 $p > 0.9999$<br>DPI 3-DPI 7 $p = 0.8225$<br>DPI 5-DPI 7 $p > 0.9999$<br><b>Touch:</b><br>DPI 3-DPI 5 $p = 0.5291$<br>DPI 3-DPI 7 $p = 0.1688$<br>DPI 5-DPI 7 $p > 0.9999$<br><b>Enwrap:</b><br>DPI 3-DPI 5 $p > 0.9999$<br>DPI 3-DPI 7 $p > 0.9999$<br>DPI 5-DPI 7 $p > 0.9999$<br><b>Engulf:</b><br>DPI 3-DPI 5 $p > 0.9999$<br>DPI 3-DPI 7 $p > 0.9999$<br>DPI 5-DPI 7 $p > 0.9999$ |
|                         |                           | DPI 3               | Touch-No touch $p < 0.0001$<br>Engulf-Enwrap $p = 0.0002$<br>Enwrap-Touch $p = 0.0007$<br>Enwrap-No touch $p = 0.0012$<br>Engulf-Touch $p < 0.0001$<br>Engulf-No touch $p < 0.0001$                                                                                                                                                                                                                                   |
|                         | Not label in figure 4E    | DPI 5               | Touch-No touch $p < 0.0001$<br>Engulf-Enwrap $p = 0.0001$<br>Enwrap-Touch $p = 0.0780$<br>Enwrap-No touch $p = 0.0083$<br>Engulf-Touch $p < 0.0001$<br>Engulf-No touch $p > 0.9999$                                                                                                                                                                                                                                   |
|                         |                           | DPI 7               | Touch-No touch $p = 0.0003$                                                                                                                                                                                                                                                                                                                                                                                           |

|                                                              |                                                                                                                                                                                                                                                                                                                                        |       |                                                                                                                                                                                   |
|--------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                                              |                                                                                                                                                                                                                                                                                                                                        |       | Engulf-Enwrap $p = 0.0098$<br>Enwrap-Touch $p = 0.3551$<br>Enwrap-No touch $p = 0.0839$<br>Engulf-Touch $p < 0.0001$<br>Engulf-No touch $p > 0.9999$                              |
| Figure 4E<br>(Core& Inner peri-infarct vs.<br>Contralateral) | $\wedge$ <b>No touch</b> between core &<br>Inner peri-infarct and<br>contralateral<br>$\wedge$ <b>Touch</b> between core &<br>Inner peri-infarct and<br>contralateral<br>$\wedge$ <b>Enwrap</b> between core &<br>Inner peri-infarct and<br>contralateral<br>$\wedge$ Engulf between core &<br>Inner peri-infarct and<br>contralateral | DPI 3 | No touch $p = 0.0759$<br>Touch $p < 0.0001$ (^^^)<br>Enwrap $p = 0.6313$<br>Engulf $p = 0.5177$                                                                                   |
|                                                              |                                                                                                                                                                                                                                                                                                                                        | DPI 5 | No touch $p < 0.0001$ (^^^)<br>Touch $p < 0.0001$ (^^^)<br>Enwrap $p > 0.9999$<br>Engulf $p < 0.0001$ (^^^)                                                                       |
|                                                              |                                                                                                                                                                                                                                                                                                                                        | DPI 7 | No touch $p = 0.0012$ (^^)<br>Touch $p < 0.0001$ (^^^)<br>Enwrap $p = 0.1466$<br>Engulf $p = 0.0007$ (^^^)                                                                        |
| Figure 4E<br>(Proximal vs.<br>Contralateral)                 | $\wedge$ <b>Touch</b> between core &<br>Inner peri-infarct and<br>contralateral<br>$\wedge$ <b>Enwrap</b> between core &<br>Inner peri-infarct and<br>contralateral                                                                                                                                                                    | DPI 3 | No touch $p > 0.9999$<br>Touch $p = 0.6582$<br>Enwrap $p = 0.1762$<br>Engulf $p > 0.9999$                                                                                         |
|                                                              |                                                                                                                                                                                                                                                                                                                                        | DPI 5 | No touch $p = 0.1229$<br>Touch $p < 0.0001$ (^^^)<br>Enwrap $p = 0.0001$ (^^^)<br>Engulf $p > 0.9999$                                                                             |
|                                                              |                                                                                                                                                                                                                                                                                                                                        | DPI 7 | No touch $p = 0.3701$<br>Touch $p < 0.0001$ (^^^)<br>Enwrap $p = 0.0167$ (^)<br>Engulf $p > 0.9999$                                                                               |
| Figure 4F                                                    | * vs. indicated time point<br>$\wedge$ vs. contralateral                                                                                                                                                                                                                                                                               | None  | Contralateral-DPI3 $p = 0.0032$ (^^)<br>Contralateral-DPI5 $p < 0.0001$ (^^^)<br>Contralateral-DPI7 $p = 0.0528$<br>DPI 3-DPI 5 $p = 0.0122$ (*)<br>DPI 5-DPI 7 $p = 0.0019$ (**) |
| Figure 4G                                                    | $\wedge$ vs. contralateral<br>ns: no significant<br>difference                                                                                                                                                                                                                                                                         | None  | Contralateral-DPI3 $p=0.0088$ (^^)<br>Contralateral-DPI5 $p=0.0005$ (^^^)<br>Contralateral-DPI7 $p=0.0473$ (^)                                                                    |

How the deposited data were processed for this re-analysis (not part of the article)

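RNA of monocytes/macrophages sorted as CD11c-Ly6G-CD11b+CD45 high was sequenced from 3 stroke brain libraries, each a pool of 5 mice, 3 stroke blood libraries and 3 sham blood libraries, each of 1 mouse. Brain and stroke blood were taken 5 days after dMCAO, and the paper's text does not name the day for sham blood. Samples were grouped by the tissue and surgery that their labels give, with the replicate numbers of those labels; the pairing tested as a block comes from these numbers alone, since same-numbered libraries come from different animals or pools.

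The authors checked the reads with FastQC in Chipster, mapped them to GRCm38 with HISAT2 and counted them per gene with HTSeq; the deposited values are these raw counts, without normalization. The paper's text names no software versions, annotation release or strand setting for this step. Each library lists the same 53801 Ensembl genes, of which 28399 had no count in any of the 9 libraries. Gene symbols, exon overlaps, GC content and transcript lengths were taken from GENCODE M21, which holds 53706 of the identifiers, 52142 of them at the same chromosome, start and end. Genes whose exons overlap another gene are named as uncertain. The libraries were made by PCR amplification without molecular identifiers, so the floor of 3 counts covers counting error only.

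Total counts were between 18475118 and 22623578 per library. *Lyz2* took the largest share of the counts of a single gene, from 3.87% to 4.28% in the brain, from 8.87% to 9.84% in stroke blood and from 7.95% to 11.6% in sham blood. The counts of replicates of a group differed by more than sampling noise (chi-square per degree of freedom from 26 to 152), so each library was counted as its own replicate.

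DEGs were called with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM normalization, default filter on low counts) between the 2 groups compared, with Benjamini-Hochberg adjustment over the genes tested, at an absolute log2 fold change above 1 and an adjusted p below 0.05. The standard error of a log2 fold change is its size over the square root of the F statistic. The filter kept 13189 genes for brain versus stroke blood, 12664 for stroke versus sham blood and 13020 for brain versus sham blood. Where every library of a group had 3 counts or fewer, the fold is a lower bound computed against 3 counts. PCA and distances used the variance-stabilizing transformation of DESeq2 1.42.0. Lists of genes were compared with 10000 random lists matched on size and mean expression, with a fixed seed. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

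The genes named in the text were fixed by a rule before the data were examined: every gene in the panels of the paper and in lists of cell markers and pathway members, every chemokine or chemokine receptor gene that was a DEG, and for each comparison the 10 largest rises and 10 largest falls by edgeR's estimated log2 fold change among DEGs with a mean log2 CPM above 3 whose groups did not overlap. Counts of genes shared between comparisons and of panel genes that were DEGs against sham blood were added after values were seen.

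The methods were tested on simulated data drawn from the means and sizes of the brain and stroke blood libraries. With 200 genes changed, edgeR called 161 of them (80.5%), none with the wrong sign, and 6 unchanged genes among 12804; DESeq2 called 176 (88%) and 34 unchanged genes among 13189. A GC bias added to the counts gave a correlation of 0.706 with GC content across 12789 genes, and -0.003 after the offset. Of 500 random lists with no shift, 30 lay outside the central 95% of matched lists, and 472 of 500 did with a shift of 1 (13059 genes).

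The alternatives were DESeq2, no filter on low counts, a mean of at least 50 counts, RLE, library size only and upper-quartile normalization, all 9 libraries in a single fit, the replicate number as a block, an adjusted p below 0.01, no fold change threshold, counts downsampled to the smallest library, an offset for GC content and length, and each library left out in turn. For the PCA they were all genes, log2(normalized count + 1) values and a minimum of 10 counts in total. DESeq2 with an alpha of 0.05, DESeq2 without its Cook's distance filter, the block with the offset and, for the panel genes alone, the other thresholds were added after seeing the data. The predictions of IPA were not recomputed, since the Ingenuity Knowledge Base was not used here, and the pathway lists are not those of IPA. The imaging experiments were not analysed here, and results for some genes are not reported here.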

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

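The sham blood libraries enter no comparison of the paper, and both comparisons with them gave DEGs. The tests and alternatives were fixed before the data were examined unless stated otherwise; the counts of genes shared between comparisons were added after the values were seen.

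Between stroke blood and sham blood, 1 of the 12664 genes tested was a DEG in edgeR's quasi-likelihood test, and 1581 genes had an unadjusted p below 0.05. For 2371 genes (18.7%) the 3 stroke blood libraries did not overlap the 3 sham blood libraries, against 10% by chance. The DEG was *Serpinb10*, on chromosome 1 of GRCm38 from 107529003 to 107549271, with 928, 907 and 1032 counts in sham blood and 3816, 3315 and 3037 in stroke blood (log2 fold change 1.84, standard error 0.17, edgeR adjusted p = 0.0231, higher in 3 of 3 stroke blood libraries). Its adjusted p ranged from 3.64e-15 to 0.324 over the alternatives, it was a DEG in 2 of the 6 fits that left out 1 library, and its exons overlap *Serpinb2* on the same strand, so reads could have been shared between these genes. With an offset for GC content and transcript length no gene was a DEG (0 genes, with 1466 at an unadjusted p below 0.05), so the call depended on that setting. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave as many DEGs. The other 6 of the 10 splits do not part all 3 pairs, and all 9 splits apart from the real one gave 0. With 10 splits the share cannot go below 0.1, so a chance division of the libraries cannot be excluded. Whether stroke changes *Serpinb10* in blood monocytes remains a hypothesis.

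Between brain and sham blood, 1748 of the 13020 genes tested were DEGs, 1270 higher and 478 lower in the brain. The 3 libraries of each group did not overlap for 5426 genes (41.7%), against 10% by chance. Of these DEGs, 1425 were also among the 2771 DEGs between brain and stroke blood, all 1425 in the same direction. Both comparisons use the same 3 brain libraries, so the shared genes are not independent evidence. Again 1 of the 4 splits that part all 3 pairs, the real one, gave as many DEGs and the other 9 of 10 gave 0, and the share cannot go below 0.1. Library depth and GC content were weighed through the counts: 1751 genes were DEGs with the GC content and length offset, so that correction did not remove the difference. After downsampling to the smallest library 1708 were, but the total counts of the groups overlapped from the start, so this does not test depth as a cause. Other cell types and the response to dissociation, which apply to any comparison of brain with blood cells, were tested between brain and stroke blood (in the tests on platelets, microglia and dissociation, with marker medians such as -5.63 for platelets) and not between brain and sham blood. The brain and sham blood libraries differ in tissue, surgery and preparation at once, so no biological explanation can be set apart from these.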

How the results depend on the processing

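Between brain and stroke blood the number of DEGs was 2771 and stayed between 2174 and 2880 with another filter, scaling, depth, offset for GC content and length, or all 9 libraries in the fit, apart from 3103 without the filter on low counts and 3196 with DESeq2. DESeq2 called 2681 of the 2771 genes. A threshold of 0.01 on the adjusted p gave 1793 genes, and no fold change threshold gave 4035. The fits that each left out 1 library gave from 2258 to 3014. With 1734 genes higher and 1037 lower, 62.58% of the DEGs were higher in the brain; the share was 72.21% with library size only (2058 and 792 genes) and 52.66% with upper-quartile normalization (1515 and 1362 genes), and higher genes were the majority in both. The median log2 ratio of all genes was 0.05 after TMM normalization, 0.02 with RLE, -0.10 with upper-quartile normalization and 0.21 with library size only.

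The count between stroke blood and sham blood depended on the test and the filter. It was 1 gene in edgeR and 127 with DESeq2 (62 higher and 65 lower), 160 without the filter on low counts (59 higher and 101 lower), 0 at an adjusted p below 0.01 and 0 with the GC content and length offset. The DESeq2 settings that were chosen after seeing the data gave 133 genes (alpha of 0.05) and 132 genes (no Cook's distance filter). The fits that left out 1 library gave from 0 to 16 genes. The cause was not tested. In counts simulated from the brain and stroke blood libraries with no gene changed, edgeR called 0 of 12831 genes and DESeq2 called 6 of 13189. The sham blood libraries were not simulated, so these numbers do not tell how many of the calls between stroke and sham blood are false. Between brain and sham blood the count was 1748, and 792 at an adjusted p below 0.01; DESeq2 gave 2331, and the fits that left out 1 library gave from 1146 to 1883.

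With the replicate number as a block, the paired fit gave 2634 DEGs between brain and stroke blood, 2496 of them among the 2771, 1571 between brain and sham blood, 1453 of them among the 1748, and 1 between stroke and sham blood, which was another gene. Same-numbered libraries did not deviate together: the mean correlation of their deviations was -0.01, -0.02 and 0.02 in the 3 comparisons, and the numbers join different animals or pools. The block with the GC content and length offset, chosen after seeing the data, gave 2349, 1674 and 1 DEGs.

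Of the genes in the panels of the paper, 43 were DEGs, and between 38 and 46 were under every other test, filter, scaling, depth, offset and design tried and every fit that left out 1 library. With DESeq2 and without the filter on low counts 4 of the 46 were genes that the filter left out, and a mean of at least 50 counts left out 5 of the 43. An adjusted p below 0.01 gave 39 and no fold change threshold 48, settings chosen for the panels after seeing the data. No DEG of the panels changed direction in any of them. *Was* was not a DEG with DESeq2 or with library size only, *Cttn* without the filter on low counts, with the replicate block or with the block and offset together, *Baiap2* with the GC content and length offset, alone or with the block, or with upper-quartile normalization, and *Csf1* with the block and offset together, while upper-quartile normalization made *Lrp1* and *Anxa1* DEGs. With 1 library left out, *Cttn* and *Was* were not DEGs in 5 of the 6 fits each, *Csf1* in 3 and *Cit* in 2, while *Anxa1* became a DEG in 2 fits and *Iqsec1*, *Lrp1*, *Pld2* and *Tgfb1* in 1 each.

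The genes whose sign changed were all genes that were not DEGs. With library size only, the log2 fold change was 0.0086 for *Dock2*, 0.12 for *Nod1*, 0.11 for *Ccz1* and 0.10 for *Mon1a*. It was 0.040 for *Stx18*, 0.13 for *Nr1h2* and 0.080 for *Irf5* with the same scaling. Each of these values was below 0.21, the median log2 ratio of all genes with library size only. *Dock1*, at 0.01, went to -0.011 with a mean of at least 50 counts, -0.017 with RLE, -0.019 with all 9 libraries, -0.13 with upper-quartile normalization, -0.17 with the GC content and length offset and -0.14 with the block as well. *Rab7* was at -0.076 with upper-quartile normalization, *Nr1h2* at 0.0080 with the GC content and length offset and 0.0054 with the block as well, and *Gpr132* at -0.30 with the block and -0.37 with both. Across the fits that left out 1 library, the log2 fold change ran from -1.06 to 0.61 for *Gpr132*, from -0.28 to 0.16 for *Dock1*, from -0.30 to 0.023 for *Dock2*, from -0.044 to 0.11 for *Rab7*, from -0.16 to 0.11 for *Nod1*, from -0.21 to 0.057 for *Ccz1*, from -0.20 to 0.10 for *Mon1a*, from -0.21 to 0.078 for *Nr1h2* and from -0.83 to 0.10 for *Ppard*. The cause was not tested.

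PC1 held 89.71% of the variance over the 500 most variable genes, 66.99% over all genes with at least 1 count, 82.74% on log2(normalized count + 1) values and from 88.92% to 94.30% with 1 library left out. The smallest distance between the groups was 1.46 times the largest within a group, 1.19 times on log2 values, and from 1.47 to 1.76 times with 1 library left out. Depth limited the genes with few counts: *Adipoq*, *Phldb2* and *Fgf1* did not pass the filter on low counts in the fit of all 6 libraries.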

Differences from the paper's values

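In the PCA, PC2 held 6.01% of the variance against about 12% in the paper (Fig. 1C, read by eye), and PC3 held 1.85% against about 6.9%. Of the alternatives set before the data were examined, using all genes with at least 1 count in place of the 500 most variable gave 13.1% and 7.83%, within the margin of the paper's values for both. On log2(normalized count + 1) values PC2 held 8.01%, within the margin, and PC3 3.68%, outside it. A minimum of 10 counts in total and each fit that left out 1 library left both outside it.

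The paper gives a p for the decrease of *Rhoa* and does not say whether it is adjusted. The edgeR adjusted p was 0.239 and lay further from the paper's value than the unadjusted edgeR p of 0.131. The adjusted p came within 1.5 times of it with upper-quartile normalization (0.111) and with the GC content and length offset (0.0729), and not with DESeq2 (0.232), RLE (0.203), library size only (0.469), all 9 libraries (0.165), the other filters, downsampling, the replicate block or any fit that left out 1 library; over the alternatives it ranged from 0.0144 to 0.5. The unadjusted p of DESeq2 was 0.106.

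The DESeq2 alternative, the test named in the paper's methods, reached the paper's counts of DEGs: 3196, of which 2036 were upregulated and 1160 downregulated, where edgeR gave 2771, 1734 and 1037. The paper names *Phldb2* among the upregulated cytoskeleton regulators, and marks *Adipoq* as lower in brain macrophages (Figure 2C). The filter on low counts left both out. *Phldb2* was a DEG with DESeq2 (adjusted p = 0.000137) and without the filter (edgeR adjusted p = 0.00171), and so was *Adipoq* (DESeq2 adjusted p = 0.0181, edgeR adjusted p = 0.0184). The asterisks of *Adipoq* in Figure 2C stand for a smaller adjusted p than either. *Was* carries no asterisk in Figure 3D and was a DEG here, lower in the brain (log2 fold change -1.58, edgeR adjusted p = 0.0333, from 0.000199 to 0.112 over the alternatives); with DESeq2 it was not (adjusted p = 0.0564).

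The paper states that *Elmo1* did not differ; here its log2 fold change was 0.83 with an edgeR adjusted p of 0.00939, below the fold change threshold. *Dock1* is placed among the genes that were lower in the brain in Figure 3A, and its log2 fold change here was 0.01. *Irf5*, which the paper describes as lower without significance, was at -0.07, and at 0.08 with library size only.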

Other observations

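The 3 tests on *Rac1* and *Lamp1* below were chosen only after their values were seen, and the other tests before. Genes of a marker list are expressed together, so the percentile of a list among random lists runs to the extremes more readily than it would for independent genes.

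Of the 4 splits of the 6 brain and stroke blood libraries that part all 3 same-numbered pairs, 1, the real one, gave 2771 DEGs, and the other 9 of the 10 splits gave 0; with 10 splits the share cannot go below 0.1. More of the DEGs were higher than lower in the brain (62.58%). With the GC content and length offset the share was 65.82%, so these biases do not fully account for it. After all libraries were downsampled to the smallest it was 62.42%, but the total counts of the groups overlapped from the start, so this does not test depth as a cause. With upper-quartile normalization it was 52.66%, close to an even division, so the excess cannot be told apart from an effect of the scaling.

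*Itgb3* was lower in the brain, and so were platelet markers: 10 of the 11 were lower, with a median log2 fold change of -5.63. Platelet RNA in the blood libraries is therefore a candidate explanation for *Itgb3*. Erythroid markers had a median of -10.95, with 0 of 7 higher. For *Adipoq*, RNA of adipose tissue in the blood was tested with 7 adipocyte markers; 1 of them had a mean of at least 3 counts in stroke blood, and it was lower in the brain. The other 6 were below that mean, and *Adipoq* itself was too low to say how many counts of them its source would give, so adipose tissue RNA cannot be excluded. No biological explanation was tested for *Adipoq*, which had 13, 9 and 5 counts in stroke blood.

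*Nr4a1* was higher in the brain, with a log2 fold change between 1.57 and 2.94 in the fits that left out 1 library. Of the 29 tested genes in a list of genes that respond to tissue dissociation, 28 were higher, with a median log2 fold change of 1.61, at percentile 100 of 10000 matched random lists. A response to tissue dissociation, which only the brain cells underwent, may contribute to the rise of *Nr4a1* and cannot be told apart from a change in the tissue.

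*Gas6*, *Mertk* and the C1q genes are expressed by microglia as well as by macrophages. All 11 microglia markers were higher in the brain libraries, with a median log2 fold change of 6.24, at percentile 100 of matched random lists. Microglia among the sorted brain cells could account for part of these rises, and the libraries do not set their RNA apart from that of macrophages that entered from blood. Classical monocyte markers were lower, with a median of -1.18 and 0 of 7 higher. Markers of other cells were also higher in the brain, among them those of astrocytes (median 3.54, 4 of 5 higher) and neutrophils (2.49, 7 of 9). So were those of dendritic cells (2.71, 7 of 7), border-associated macrophages (1.76, 4 of 7), T cells (1.67, 8 of 8) and NK cells (1.18, 7 of 7). Non-classical monocyte (-0.55, 3 of 7) and B cell markers (-0.37, 2 of 6) had negative medians. Oligodendrocyte and endothelial markers had medians of 0.04 and 0.19. All 14 cell cycle genes were higher, with a median of 3.49.

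Brain replicate 1 was apart from brain replicates 2 and 3. At equal depth its distance from them was 1.52 times the distance between replicates 2 and 3, so depth did not account for it. The larger of Spearman's rho across genes between its log2 ratio to the others and GC content or transcript length was 0.101; genes are not independent replicates, and this value does not decide on such a bias. Erythroid markers had a median log2 ratio of -1.87 in replicate 1 against the others, microglia markers of -1.12, border-associated macrophage markers of -1.05, NK cell markers of -1.12 and T cell markers of 1.13. Another mix of cells in that pool of 5 mice is a candidate explanation. The design gives no condition that differs between the brain pools, so no biological explanation was tested.

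*Rac1* and *Lamp1* varied between the sham blood libraries by more than they differed between brain and sham blood. Over the 9 libraries the correlation between these 2 genes was 0.9993. A set of 102 genes, picked because their deviations within the blood groups followed those of *Rac1*, had a median log2 fold change of 1.59 between brain and stroke blood, at percentile 100 of matched random lists. Of 20 reference genes drawn at random, 11 picked sets that lay as far out in their own lists, and 8 of these 11 followed *Rac1* themselves in the blood libraries (a correlation of at least 0.8 in size). The sets of 3 of these 8 were higher in the brain, as the *Rac1* set was, and those of 5 were lower. Of the 12 reference genes that did not follow *Rac1*, 3 picked sets as far out. Sets as far out therefore also arise around other genes, and the percentile does not tell whether a shared factor moved *Rac1* and *Lamp1*. The 20 reference genes included globin genes such as *Hbb-bt* and *Hba-a2*, so they do not stand for all genes tested. With the GC content and length offset, *Rac1* and *Lamp1* still passed the thresholds (2 of 2), so GC content and length do not fully account for their rises. A factor that varies between blood libraries may contribute to both rises and was not settled by these tests.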
